# The PCNA inhibitor AOH1996 suppresses cancer stemness and enhances anti-PD1 immunotherapy in squamous cell carcinoma

**DOI:** 10.1186/s13287-025-04607-9

**Published:** 2025-09-29

**Authors:** Yujia Wang, Zhen Qin, Yiwen Chen, Baoxin Gu, Lingfei Jia

**Keywords:** Head and neck squamous cell carcinoma (HNSCC), AOH1996, PCNA, Cancer stem cell (CSC), Immunotherapy

## Abstract

**Background:**

Proliferating cell nuclear antigen (PCNA), a well-documented anticancer target, is critical for DNA synthesis, replication, and repair. AOH1996, a small-molecule PCNA inhibitor, is currently undergoing clinical trials for the treatment of advanced solid tumors. However, the therapeutic effect of AOH1996 on head and neck squamous cell carcinoma (HNSCC) remains unclear.

**Methods:**

The effects of AOH1996 on HNSCC biological behaviors and cancer stemness were tested in HNSCC cells and nude mice. The combination treatment of AOH1996 and anti-PD1 was performed in a 4-nitroquinoline N-oxide (4NQO)-induced HNSCC mouse model. RNA sequencing, Western Blotting, immunofluorescence staining, comet assays, and qRT‒PCR were conducted for mechanistic studies.

**Results:**

Our results showed that AOH1996 effectively inhibited HNSCC proliferation and invasion both in vitro and in vivo. AOH1996 suppressed HNSCC stemness, development, and metastasis. Moreover, AOH1996 altered the tumor immune microenvironment into an inflamed state with increased CD8^+^ T-cell infiltration, rendering it a favorable partner for combination therapy with immune checkpoint inhibitors. Mechanistically, AOH1996 induced cellular DNA damage, suppressed cancer stemness through the upregulation of p-TBK1, and promoted the secretion of CD8^+^ T-cell-recruiting chemokines by stimulating IRF3-mediated transcription.

**Conclusions:**

Taken together, our results demonstrated that AOH1996 suppressed tumor growth, eliminated cancer stem cells (CSCs), and synergistically enhanced the efficacy of anti-PD1 immunotherapy in HNSCC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-025-04607-9.

## Background

Head and neck squamous cell carcinoma (HNSCC) is the most common malignant tumor of the head and neck [1]. HNSCC is derived mainly from the mucosal epithelium of the oral cavity, pharynx, and larynx [2]. HNSCC is highly aggressive and frequently metastasizes to cervical lymph nodes, resulting in a poor prognosis [2]. The conventional treatments include surgery, chemotherapy, radiotherapy, and multimodal approaches [2–4]. However, the 5-year survival rate for HNSCC, which ranges from 35 to 70% [5, 6], has not improved in recent years, attributed to HNSCC metastasis, recurrence, and drug resistance [7, 8].

For metastatic and recurrent HNSCC, the Food and Drug Administration has approved immune checkpoint inhibitor (ICI) therapy, including pembrolizumab and nivolumab, which target the programmed cell death protein 1 (PD1) receptor [2, 9, 10]. However, only approximately 20% of patients with HNSCC achieve a durable response to ICI treatment, indicating that most patients with HNSCC are resistant to PD1 blockade-based immunotherapy [11–13]. Thus, more effective therapeutic targets and strategies for HNSCC are needed.

Proliferating cell nuclear antigen (PCNA) reflects the status of cell proliferation and is located mostly in the nuclei of normal proliferating cells and tumor cells [14]. In the form of a homotrimeric ring structure, PCNA encircles DNA and is essential for DNA synthesis, replication, and repair [15–17]. PCNA is highly expressed in HNSCC tumors compared with adjacent normal epithelium and serves as a cell proliferation marker in HNSCC [18, 19]. Thus, PCNA is a potential target for cancer treatment [20]. Recently, AOH1996, a small-molecule PCNA inhibitor that targets transcription replication conflict, has been reported [21]. AOH1996 is lethal to malignant tumors but not normal cells and inhibits cancer-associated PCNA [22]. AOH1996 suppresses tumor growth as a monotherapy or in combination with chemotherapy without discernible side effects [21]. AOH1996 is orally active, metabolically stable, and currently in clinical trials for the treatment of advanced solid tumors. However, the therapeutic effect of AOH1996 on HNSCC remains unclear.

Cancer stem cells (CSCs) are a subpopulation of cancer cells capable of self-renewal, infinite proliferation, and multiple differentiation potential [23–25]. CSCs are closely associated with HNSCC initiation, development, metastasis, recurrence, and drug resistance [26, 27], and serve as promising targets for HNSCC treatment [28–30].

In this study, we aimed to evaluate the therapeutic potential of AOH1996, with a particular focus on its effects on cancer stemness and the tumor immune microenvironment, and to elucidate the underlying mechanisms involved. These findings may provide a better understanding of the therapeutic potential of AOH1996 in HNSCC and promote the development of more effective treatment strategies targeting PCNA and its associated pathways in cancer.

## Methods

### Cell culture and treatment

The human HNSCC cell lines CAL27 [31] and SCC15 [32] (American Type Culture Collection, ATCC, Manassas, VA, USA), both HPV-negative, were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS; Vazyme, Nanjing, China; Cat# F101-01) at 37 °C in a humidified atmosphere containing 5% CO_2_. The culture medium contained 1% penicillin‒streptomycin solution (Aoqing Biotechnology Co., Ltd., Beijing, China; Cat# AQ512). AOH1996 (Selleck, Shanghai, China; Cat# E159601) was dissolved in dimethyl sulfoxide (DMSO; Aoqing Biotechnology Co., Ltd.; Cat# AQ62650). After reaching 70%‒80% confluence, HNSCC cells were treated with 1 µM DMSO or AOH1996.

### Cell counting Kit-8 (CCK-8) assay

The proliferation of HNSCC cells was evaluated using a CCK-8 assay (Dojindo, Shanghai, China). The cells treated with AOH1996 were added to 96-well plates (2 × 10^3^ cells/well). Ten microliters of CCK-8 reagent was added to each well at 0, 24, 48, and 72 h and incubated at 37 °C for 1 h before detection. The absorbance at 450 nm was measured using a microplate spectrophotometer (Bio-Tek Instruments Inc., Winooski, VT, USA). The IC50 and EC50 values of the HNSCC cells were calculated.

### Transwell assay

Transwell chambers with 8 μm pore-size membranes coated with Matrigel (Corning Inc., NY, USA; Cat# 3422) were placed in 24-well plates. HNSCC cells were resuspended in 200 µL of serum-free DMEM (1 × 10^5^ cells) and added to the upper chamber. DMEM containing 20% FBS (600 µL) was added to the lower chamber. After 24 h of incubation at 37 °C, the cells on the upper side of the membranes were removed using a cotton swab. Invaded cells were fixed with 4% paraformaldehyde and stained with 0.1% crystal violet aqueous solution (Solarbio, Beijing, China; Cat# G1064). The membranes were then washed with phosphate-buffered saline (PBS). Images were acquired using an optical microscope (Olympus, Tokyo, Japan). The number of invaded cells was randomly counted from three fields and analyzed using ImageJ (NIH, Bethesda, MD, USA).

### Terminal deoxynucleotidyl transferase nick-end-labeling (TUNEL) assay

A TUNEL Apoptosis Assay Kit (Solarbio; Cat# T2130) was used to detect apoptotic cells following the manufacturer’s instructions. Briefly, the cells were incubated with TUNEL working solution for 1 h at 37 °C after AOH1996 treatment for 24 h. The cells were fixed with 4% paraformaldehyde for 20 min and then stained with 4′,6-diamidino-2-phenylindole (DAPI; Solarbio; Cat# C0065). Images were acquired using a fluorescence microscope.

### CSC isolation and flow cytometry assay

After AOH1996 treatment, an ALDEFLUOR Kit (STEMCELL Technologies, Vancouver, Canada; Cat# 01700) was used to isolate CSCs from HNSCC cells expressing high levels of aldehyde dehydrogenase (ALDH^high^). DEAB is a specific inhibitor of ALDH and is used as an ALDH^low^ control for background fluorescence. A fluorescence-activated cell sorting (FACS) assay was used to separate ALDH^high^ and ALDH^low^ subpopulations in HNSCC cells. To isolate CSCs from human HNSCC patient-derived xenograft (PDX) model #1, a human Tumor Dissociation Kit (Miltenyi Biotec, Bergisch Gladbach, Germany; Cat# 130-095-929) was used to digest the HNSCC PDX tumors into single cells. The single-cell suspension was incubated with an EpCAM antibody (Miltenyi Biotec; Cat# 130-111-116) to isolate EpCAM^+^ tumor cells. An ALDEFLUOR Kit was then used to separate ALDH^high^ and ALDH^low^ subpopulations in EpCAM^+^ tumor cells. The flow cytometry results were analyzed using FlowJo software (Becton, Dickinson & Company, New Jersey, USA).

### Tumorsphere formation assay

Ultralow attachment 6-well plates (Corning Inc.; Cat# 3471) were used to analyze tumorsphere formation. FACS-isolated HNSCC cells treated with AOH1996 were plated. Serum-free DMEM/F12 (Thermo Fisher Scientific, Shanghai, China; Cat# 8122659) supplemented with 1% N2 (Thermo Fisher Scientific; Cat# 17502048) and 1% B27 supplement (Thermo Fisher Scientific; Cat# 17504044) was used to culture the cells. A total of 20 ng/mL recombinant human epidermal growth factor (EGF; R&D Systems, Minneapolis, MN, USA; Cat# 236-EG-01 M) and 10 ng/mL human basic fibroblast growth factor (FGF; R&D Systems; Cat# 233-FB/CF) [33] were added to the medium. Microscopy images of tumorspheres with diameters greater than 70 μm were acquired, and the tumorsphere volumes were evaluated after 14 days.

### Western blot

HNSCC cells were lysed using radioimmunoprecipitation assay (RIPA) buffer (Solarbio; Cat# R0010) containing phenylmethylsulfonyl fluoride (PMSF; Beyotime, Shanghai, China; Cat# ST506). Protein samples were separated on 10% SDS polyacrylamide gels and transferred to polyvinylidene difluoride (PVDF) membranes. The membranes were blocked with 5% nonfat milk for 1 h and then incubated with primary antibodies at 4 °C overnight. The primary antibodies used included the following: anti-BMI1 (1:1000; Cell Signaling Technology, Shanghai, China; Cat# 6964), anti-SOX2 (1:1000; Cell Signaling Technology; Cat# 14962), anti-ALDH1 (1:1000; Cell Signaling Technology; Cat# 54135), anti-MYC (1:1000; Cell Signaling Technology; Cat# 18583), anti-phosphorylated H2A.X (anti-p-H2A.X; 1:1000; Cell Signaling Technology; Cat# 9718), anti-p-STING (1:1000; Cell Signaling Technology; Cat# 19781), anti-STING (1:1000; Cell Signaling Technology; Cat# 13647), anti-p-TBK1 (1:1000; Cell Signaling Technology; Cat# 5483), anti-TBK1 (1:1000; Cell Signaling Technology; Cat# 3504), anti-p-IRF3 (1:1000; Cell Signaling Technology; Cat# 29047), and anti-IRF3 (1:1000; Cell Signaling Technology; Cat# 4302). GAPDH (1:1000; Cell Signaling Technology; Cat# 5174) was used as the internal control. The membranes were then incubated with secondary horseradish peroxidase (HRP)-labeled goat anti-rabbit or goat anti-mouse antibodies (Beyotime; Cat# A0208 or #A0216) at room temperature for 1 h. Immunoreactive protein bands were visualized using NcmECL Ultra (NCM Biotech, Suzhou, China; Cat# P10100) reagent.

### RNA-seq and pathway enrichment analysis

Total RNA was isolated from SCC15 cells using TRIzol Reagent (Thermo Fisher Scientific; Cat# 15596026). The quality of total RNA was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). An Illumina TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA) was used for RNA-sequencing library construction [34]. An Illumina HiSeq 2500 sequencer was used to sequence single-ended RNA. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed using the DAVID Bioinformatics platform (https://davidbioinformatics.nih.gov/tools.jsp). The RNA-seq data were deposited in the Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information under accession number GSE289770.

### Comet assay

A Comet SCGE Assay Kit (Enzo, NY, USA; Cat# ADI-900-166) was used for single-cell gel electrophoresis [35]. After HNSCC cells were treated with AOH1996 for 24 h, the cells (1 × 10^5^ cells/ml) were mixed with molten LM agarose at a 1:10 (v/v) ratio. Prewarmed slides were loaded with 75 µl aliquots and placed at 4 °C in the dark for 10 min. The slides were immersed in prechilled lysis solution for 1 h, followed by prechilled alkaline solution for 40 min and TBE buffer for 10 min. Slides in TBE buffer were subjected to horizontal electrophoresis at 25 V for 20 min. Slides were immersed in 70% ethanol for 5 min, dried at room temperature, and stained with CYGREEN dye solution for 30 min. Images were acquired using a fluorescence microscopy. At least 50 cells per sample were analyzed using the CASP analysis tool Version 1.2.2 (CASPlab, Wroclaw, Poland).

### Cytosolic DsDNA staining

After AOH1996 treatment for 24 h, HNSCC cells were stained with PicoGreen (Thermo Fisher Scientific; Cat# P11496) for 1 h and MitoTracker (Thermo Fisher Scientific; Cat# M7512) for 30 min. The cells were fixed with 4% paraformaldehyde for 15 min, and the nuclei were stained with DAPI. Images were acquired using a confocal laser scanning microscope (Olympus FV3000, Tokyo, Japan).

### Quantitative reverse transcription polymerase chain reaction (qRT‒PCR)

Total RNA was extracted from HNSCC cells using TRIzol Reagent (Thermo Fisher Scientific; Cat# 15596026), and then 500 ng of RNA was reverse transcribed to cDNA using a reverse transcription kit (Takara, Beijing, China; Cat# RR036A). A SYBR Green Kit (Roche, Basel, Switzerland; Cat# 04913914001) was used to quantify the cDNA by quantitative real-time PCR, which was conducted at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min using an ABI Prism 7500 real-time PCR System (Applied Biosystems, Foster City, CA, USA). The primers used for qRT**‒**PCR are listed in Table S1.

### In vivo HNSCC tumor growth, ELDA, patient-derived xenografts (PDXs), and the orthotopic model

Female BALB/c nude mice (6–8 weeks old) were purchased from SPF Biotechnology Co., Ltd (Beijing, China). All the animal studies strictly conformed to the regulations of the Institutional Animal Care and Use Committee of Peking University Health Science Center. In this study, the mice were euthanized by cervical dislocation after isoflurane anesthesia. The work has been reported in line with the ARRIVE guidelines 2.0.

For the subcutaneous tumor models, twelve mice were randomly divided into two groups (*n* = 6/group). SCC15 cells were suspended in a 1:1 mixture of PBS and Matrigel matrix (Corning Inc., Bedford, MA, USA; Cat# 354234), and then subcutaneously injected (5 × 10^6^ cells/mouse) into the flanks of the mice. 5% AOH1996 was dissolved in 95% corn oil. One week after injection, vehicle or AOH1996 (50 mg/kg) was used to treat the mice orally twice a week for three weeks. Tumor size was measured weekly. After four weeks, the tumors were harvested, photographed, and weighed (g).

For the extreme limiting dilution assay (ELDA), ALDH^high^ cells were obtained from SCC15 cells using FACS. The FACS-sorted CSCs were suspended in a 1:1 mixture of PBS and Matrigel matrix, and then subcutaneously injected into the flanks of the mice. One week after injection, vehicle or AOH1996 (50 mg/kg) was used to treat the mice orally twice a week for three weeks. The results were analyzed using ELDA software: https://bioinf.wehi.edu.au/software/elda/index.html.

For the HNSCC PDX and orthotopic models, CSCs were obtained from the HNSCC PDX #1 model using FACS with EpCAM^+^ ALDH^high^ markers, as previously described [36]. FACS-sorted HNSCC CSCs were injected orthotopically into the tongues of mice (1 × 10^6^ cells/mouse). One week after injection, thirty mice were randomly divided into two groups (*n* = 15/group) and treated with vehicle or AOH1996 (50 mg/kg) orally twice a week for three weeks.

After the mice were sacrificed, the tongues and cervical lymph nodes were collected. The tumor volume (mm^3^) was calculated as V = 1/2 × D × d^2^, where D is the longer diameter and d is the shorter diameter.

### HNSCC 4-nitroquinoline 1-oxide (4NQO) mouse model, treatment and histology

For 4NQO-induced HNSCC, 6–8-week-old *Bmi1*^*CreER*^, *Rosa*^*tdTomato*^ mice were given 50 µg/ml 4NQO (Santa Cruz, CA, USA; Cat# 256815) in the drinking water for 16 weeks, followed by normal drinking water for 6 weeks. For lineage tracing, tamoxifen (9 mg/40 g weight, Sigma–Aldrich, St. Louis, MO, USA; Cat# T5648), which labels BMI1^+^ CSCs, was intraperitoneally injected into the mice 2 days before sacrifice.

For HNSCC treatment, after 22 weeks, the mice were randomly divided into four groups and treated as follows: (1) control vehicle; (2) AOH1996 (50 mg/kg, twice a week); (3) anti-PD1 (BioXcell, Lebanon, NH, USA; Cat# BE0146, 200 µg/mouse, twice a week); and (4) AOH1996 combined with anti-PD1, which lasted four weeks. To assess the tolerability of anti-PD1, AOH1996, and combination treatments in mice, the heart, liver, lung, kidney, and spleen were collected for histopathological analysis, and H&E-stained images were captured. The blood of the mice was collected for routine blood tests and biochemical indicator analysis. HNSCC tumor growth and lymph node metastasis were evaluated as previously described [36]. Tongues and lymph nodes were collected after sacrifice, and tongue lesion areas were measured.

For histological analysis and immunostaining, longitudinally cut tongues (dorsal/ventral) and lymph nodes were sectioned into 4-µm-thick tissues, fixed with 4% paraformaldehyde, and paraffin-embedded overnight. Tongue sections were stained with hematoxylin and eosin (H&E). The number of squamous cell carcinomas (SCCs) was counted, and SCC areas were measured as previously described [36]. The HNSCC invasion score was based on the following criteria. Grade 1: normal or epithelial dysplasia; Grade 2: distinct invasion, unclear basement membrane, and drop or diffuse infiltration into the superficial muscle layer; Grade 3: basement layer loss and extensive invasion into the deep muscle layer.

### Immunostaining

For immunohistochemistry (IHC), after antigen repair, the lymph node sections were incubated with the primary antibody anti-pan-cytokeratin (anti-PCK; 1:200; Santa Cruz Biotechnology, Shanghai, China; Cat# sc-8018) at 4 °C overnight. Anti-PCK can be used to specifically test epithelial tumor cells in lymph nodes. The tongue sections were incubated with the primary antibody anti-CD8 (1:200; Cell Signaling Technology; Cat# 98941) at 4 °C overnight. The sections were then incubated with goat anti-mouse IgG polymer (ZSGB-BIO; Cat# PV-6002) or goat anti-rabbit IgG polymer (ZSGB-BIO; Cat# PV-6001) secondary antibodies for 1 h at room temperature. The percentages of lymph node metastasis, metastatic areas, and CD8^+^ T cells were quantified.

For cell immunofluorescence staining, HNSCC cells were fixed with 4% paraformaldehyde for 15 min after AOH1996 treatment at room temperature. The cells were incubated with the primary antibody anti-p-H2A.X (1:100; Cell Signaling Technology; Cat# 9718) at 4 °C overnight, followed by incubation with a secondary antibody conjugated with the fluorescent marker Cy3 (Jackson ImmunoResearch Laboratories, West Grove, PA, USA). The nuclei were stained with DAPI.

All immunostaining images were acquired using a fluorescence microscope.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 10.4.1 for Windows (GraphPad Software Inc., La Jolla, CA, USA). In vitro experiments were performed at least three times, and in vivo experiments were performed at least twice. The data are expressed as the mean ± standard deviation (SD) or standard error of the mean (SEM) [28]. Differences between two groups were analyzed using Student’s t test. Differences among multiple groups were analyzed by one-way analysis of variance (ANOVA) [33]. A two-tailed value of *P* < 0.05 was considered statistically significant.

## Results

### AOH1996 inhibits cell proliferation and invasion while promoting apoptosis in HNSCC cells

To investigate the therapeutic effect of AOH1996 on HNSCC, two HNSCC cell lines, CAL27 and SCC15, were treated with AOH1996. AOH1996 reduced the relative cell viability of CAL27 and SCC15 cells (Fig. 1A). Moreover, AOH1996 increased the relative cell inhibition of CAL27 and SCC15 cells (Fig. 1B). Based on the IC50 and EC50 values of AOH1996, the concentration of 1 µM AOH1996 was selected for further study (Fig. 1C-D). A CCK-8 assay revealed that AOH1996 inhibited the proliferation of CAL27 and SCC15 cells (Fig. 1E). A Matrigel invasion assay revealed that AOH1996 inhibited the invasion of CAL27 and SCC15 cells (Fig. 1F). Moreover, AOH1996 increased the percentages of apoptotic CAL27 and SCC15 cells (Fig. 1G). To assess whether AOH1996 could inhibit tumor growth in vivo, AOH1996 was given to nude mice with SCC15 cell-derived tumors. Compared with the control treatment, AOH1996 treatment reduced the weight and volume of HNSCC tumors (Fig. 1H-J).

**Fig. 1:**
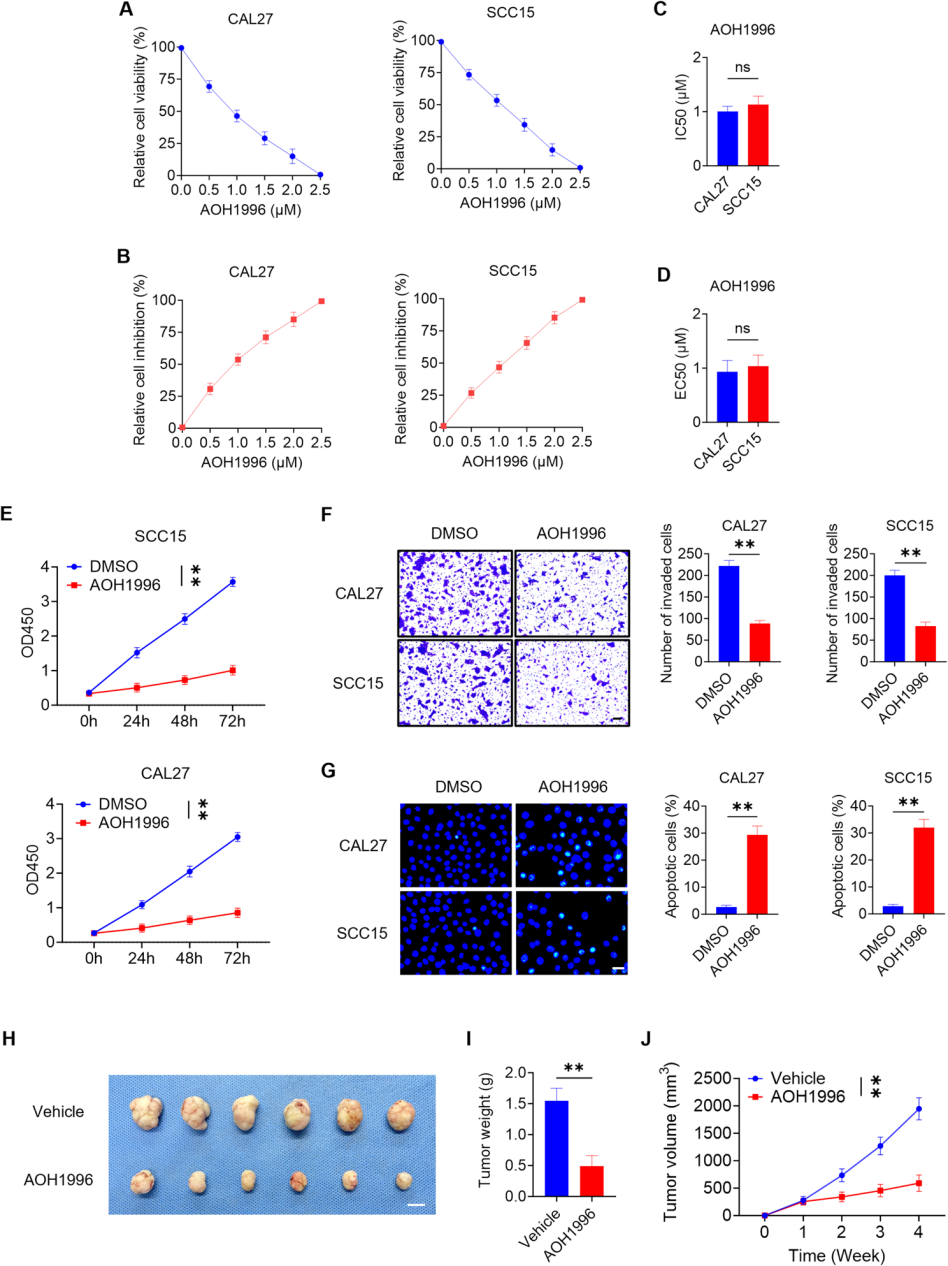
AOH1996 inhibits HNSCC cell proliferation and invasion, promotes apoptosis, and suppresses tumor growth (**A-B**) Relative cell viability and relative cell inhibition of CAL27 and SCC15 cells treated with AOH1996 determined by CCK-8 analysis. Values and error bars represent the means ± SDs. (**C-D**) The IC50 and EC50 values of CAL27 and SCC15 cells treated with AOH1996 determined by CCK-8 analysis. Values and error bars represent the means ± SDs with an unpaired Student’s t test. ns, not significant. (**E**) Effects of AOH1996 on the proliferation of CAL27 and SCC15 cells after 0–72 h, as determined in a CCK-8 assay. Optical density (OD) 450 values and error bars represent the means ± SDs with an unpaired Student’s t test. **P < 0.01. (**F**) Numbers of invaded CAL27 and SCC15 cells treated with AOH1996 determined by the Transwell assay. Values and error bars represent the means ± SDs with an unpaired Student’s t test. Scale bar = 100 μm. **P < 0.01. (**G**) Apoptosis rates of CAL27 and SCC15 cells treated with AOH1996. Values and error bars represent the means ± SDs with an unpaired Student’s t test. Scale bar = 20 μm. **P < 0.01. (**H**) Images of subcutaneous tumors formed by SCC15 cells treated with AOH1996 in nude mice. Scale bar = 1 cm. (**I**) Weights of subcutaneous tumors formed by SCC15 cells treated with AOH1996 in nude mice. Values and error bars represent the means ± SDs with an unpaired Student’s t test (*n* = 6). **P < 0.01. (**J**) Volume growth curves of subcutaneous tumors formed by SCC15 cells treated with AOH1996 in nude mice for four weeks. Values and error bars represent the means ± SDs with an unpaired Student’s t test (*n* = 6). **P < 0.01

### AOH1996 inhibits the cancer stemness signature of HNSCC

We further investigated whether AOH1996 could inhibit cancer stemness in HNSCC. Aldehyde dehydrogenase (ALDH) is a specific marker on the surface of CSCs [23, 37]. Using an ALDEFLUOR Kit, we sorted ALDH^low^ nonstem tumor cells and ALDH^high^ CSC-like cells with the specific ALDH inhibitor diethylaminobenzaldehyde (DEAB) as a control. Fluorescence-activated cell sorting (FACS) analysis revealed that the percentages of ALDH^high^ CSC-like cells among CAL27 and SCC15 cells after AOH1996 treatment were significantly lower than those in the control group (Fig. 2A). AOH1996 treatment inhibited the tumorsphere formation of CAL27 and SCC15 ALDH^high^ CSC-like cells, reducing the number and volume of tumorspheres (Fig. 2B-C). BMI1, SOX2, ALDH1, and MYC are classical markers of CSCs [30, 38, 39]. Western blot analysis revealed that BMI1, SOX2, ALDH1, and MYC protein levels were significantly reduced in CAL27 and SCC15 cells treated with AOH1996 (Fig. 2D). Moreover, an in vivo extreme limiting dilution assay (ELDA) indicated that AOH1996 treatment reduced the tumor incidence/injection ratio and inhibited the tumorigenic potential of ALDH^high^ SCC15 cells (Fig. 2E-F). These results demonstrated that AOH1996 inhibited the cancer stemness of HNSCC.

**Fig. 2:**
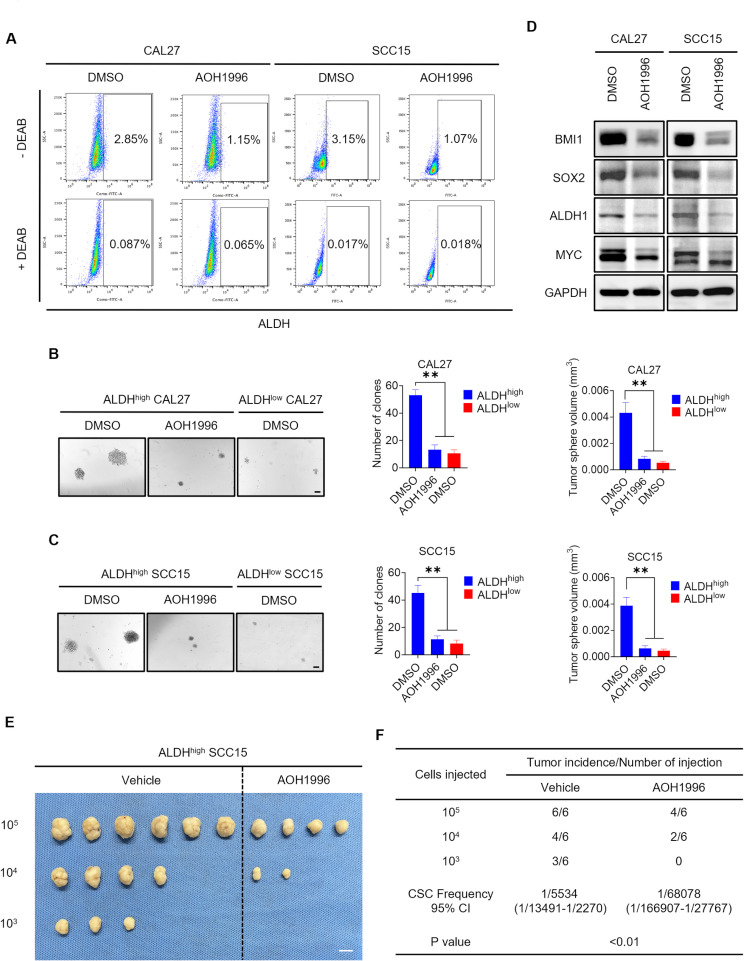
AOH1996 inhibits the cancer stemness of HNSCC (**A**) Representative fluorescence-activated cell sorting (FACS) images of ALDH^high^ CAL27 and SCC15 cells treated with AOH1996. N-Diethylaminoazobenzene (DEAB) was used as a control for background fluorescence. The percentage of ALDH^high^ cells is indicated in the gate. (**B-C**) Representative images and quantification of tumorsphere formation in ALDH^high^ and ALDH^low^ CAL27 and SCC15 cells treated with AOH1996. Values and error bars represent the means ± SDs with an unpaired Student’s t test. Scale bar = 100 μm. **P < 0.01. (**D**) Western blot showing the protein levels of BMI1, SOX2, ALDH1, and MYC in CAL27 and SCC15 cells treated with AOH1996. GAPDH was used as the internal control. The full-length blots are presented in Supplementary Material 1. (**E-F**) Extreme limiting dilution analysis (ELDA) of ALDH^high^ CSC-like SCC15 cells treated with AOH1996 in vivo (*n* = 6). Scale bar = 1 cm. The table shows the frequency of tumor formation at each cell dose injected. The data were analyzed using ELAD software

### AOH1996 inhibits the progression and metastasis of CSCs cultured from patient-derived xenograft (PDX) models

PDX models and human cancers share similar genetic landscapes, and PDXs have been widely used as preclinical models in cancer studies [40]. Here, we used a human HNSCC PDX model to evaluate the therapeutic efficacy of AOH1996. CSCs were isolated from the HNSCC PDX #1 model using FACS with EpCAM^+^ ALDH^high^ markers, as previously described [36]. The FACS-sorted HNSCC CSCs from the PDX model were injected orthotopically into the tongues of the mice (Fig. 3A). The results showed that AOH1996 treatment suppressed the growth of HNSCC tumors (Fig. 3B-C). Consistently, AOH1996 treatment significantly reduced the tumor volume and area (Fig. 3D-E). Metastasis is a complex process in which cancer cells migrate and invade from the primary tumor to distant sites [41]. CSCs are associated with this process because of their ability to self-renew and differentiate into various cell types within the tumor [37, 42]. Immunohistochemistry (IHC) staining with an anti-pan-cytokeratin (anti-PCK) antibody indicated that, compared with vehicle treatment, AOH1996 treatment inhibited the cervical lymph node metastasis of CSCs (Fig. 3F-H). Thus, AOH1996 treatment effectively inhibited the tumorigenic potential and prevented the progression and metastasis of HNSCC CSCs derived from the PDX model.

**Fig. 3:**
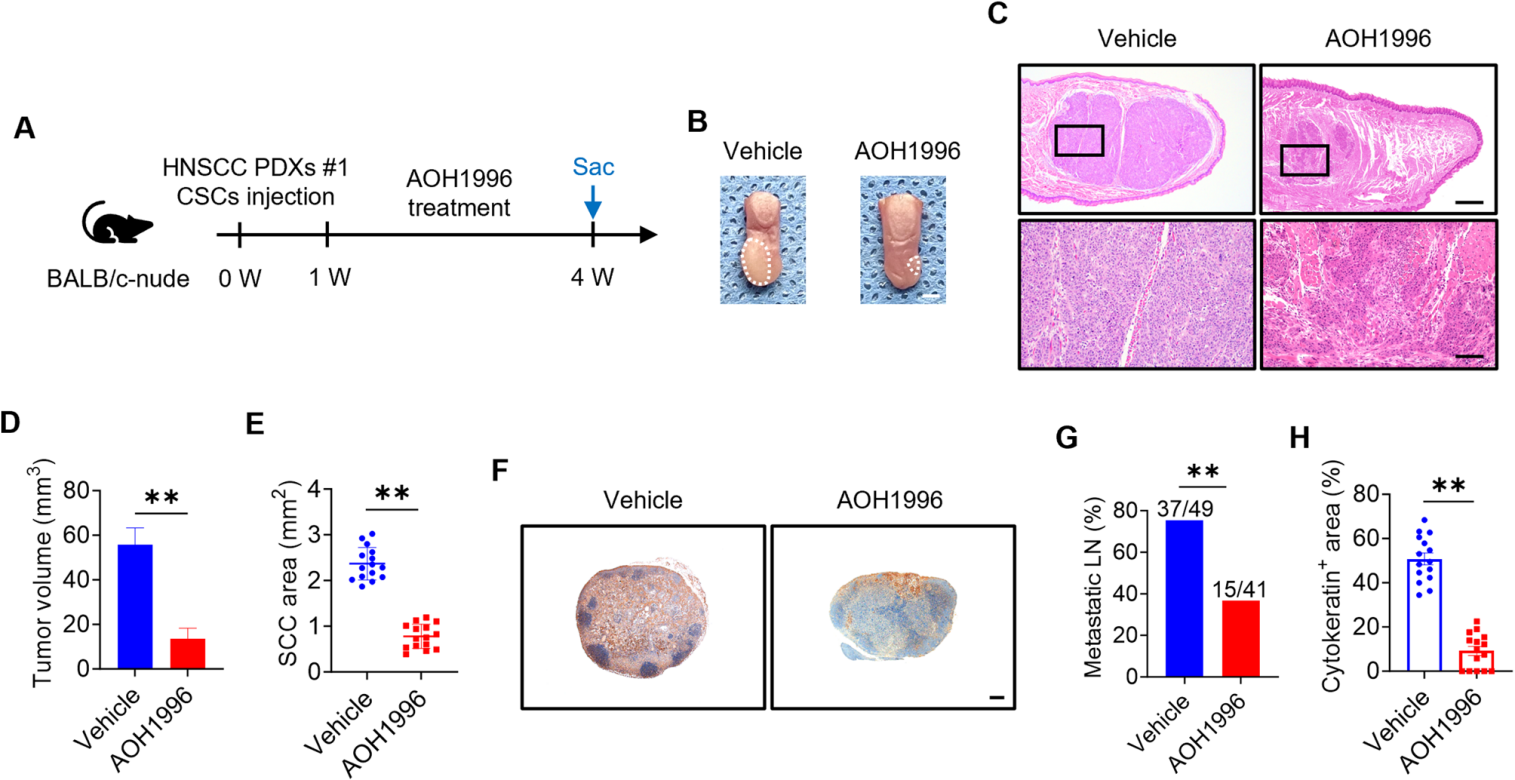
AOH1996 inhibits the tumorigenic potential and lymph node metastasis of HNSCC CSCs (**A**) Schematic diagram showing the timeline of BALB/c-nude mice injected with HNSCC CSCs cultured from patient-derived xenografts (PDXs) #1, AOH1996 treatment, and sacrifice (Sac). (**B**) Representative images of orthotopic tongue tumors from nude mice treated with vehicle or AOH1996. The white dashed circles mark the tumor areas. Scale bar = 2 mm. (**C**) Representative hematoxylin and eosin (H&E) staining images of orthotopic tongue tumors from nude mice treated with vehicle or AOH1996. Scale bar = 500 μm. Magnified images are shown in the lower panels. Scale bar = 100 μm. (**D**) Quantification of orthotopic tongue tumor volume in nude mice treated with vehicle or AOH1996 as indicated. Values and error bars represent the means ± SDs with an unpaired Student’s t test (*n* = 15). **P < 0.01. (**E**) Quantification of the squamous cell carcinoma (SCC) area in nude mice treated with vehicle or AOH1996 as indicated. Values and error bars represent the means ± SDs with an unpaired Student’s t test (*n* = 15). **P < 0.01. (**F**) Representative images of metastatic cells in the cervical lymph nodes from nude mice treated with vehicle or AOH1996 and immunostained with anti-pan-cytokeratin (anti-PCK). Scale bar = 200 μm. (**G**) Percentages of metastatic lymph nodes from nude mice treated with vehicle or AOH1996. Metastatic lymph nodes (LN) numbers are indicated in the histogram. The result represents the average of two independent experiments according to the chi-square test. **P < 0.01. (**H**) Quantification of the metastatic area in cervical lymph nodes from nude mice treated with vehicle or AOH1996. Values and error bars represent the means ± SEMs from two independent experiments; unpaired Student’s t tests were performed. **P < 0.01

### AOH1996 eliminates CSCs and enhances the response to anti-PD1 immunotherapy in HNSCC

In our previous study, we successfully established a *Bmi1*^*CreER*^, *Rosa*^*tdTomato*^ mouse model of HNSCC using 4-nitroquinoline 1-oxide (4NQO) induction. This model leverages the specific labeling of Bmi1^+^ tumor cells (CSCs) with tdTomato fluorescence, enabling precise tracking and analysis of CSC dynamics in vivo [28]. The 4NQO-induced carcinogenesis model closely mimics the histopathological features of human HNSCC, providing a robust approach for investigating whether AOH1996 treatment could eliminate CSCs and synergize with anti-PD1 immunotherapy (Fig. 4A).

**Fig. 4:**
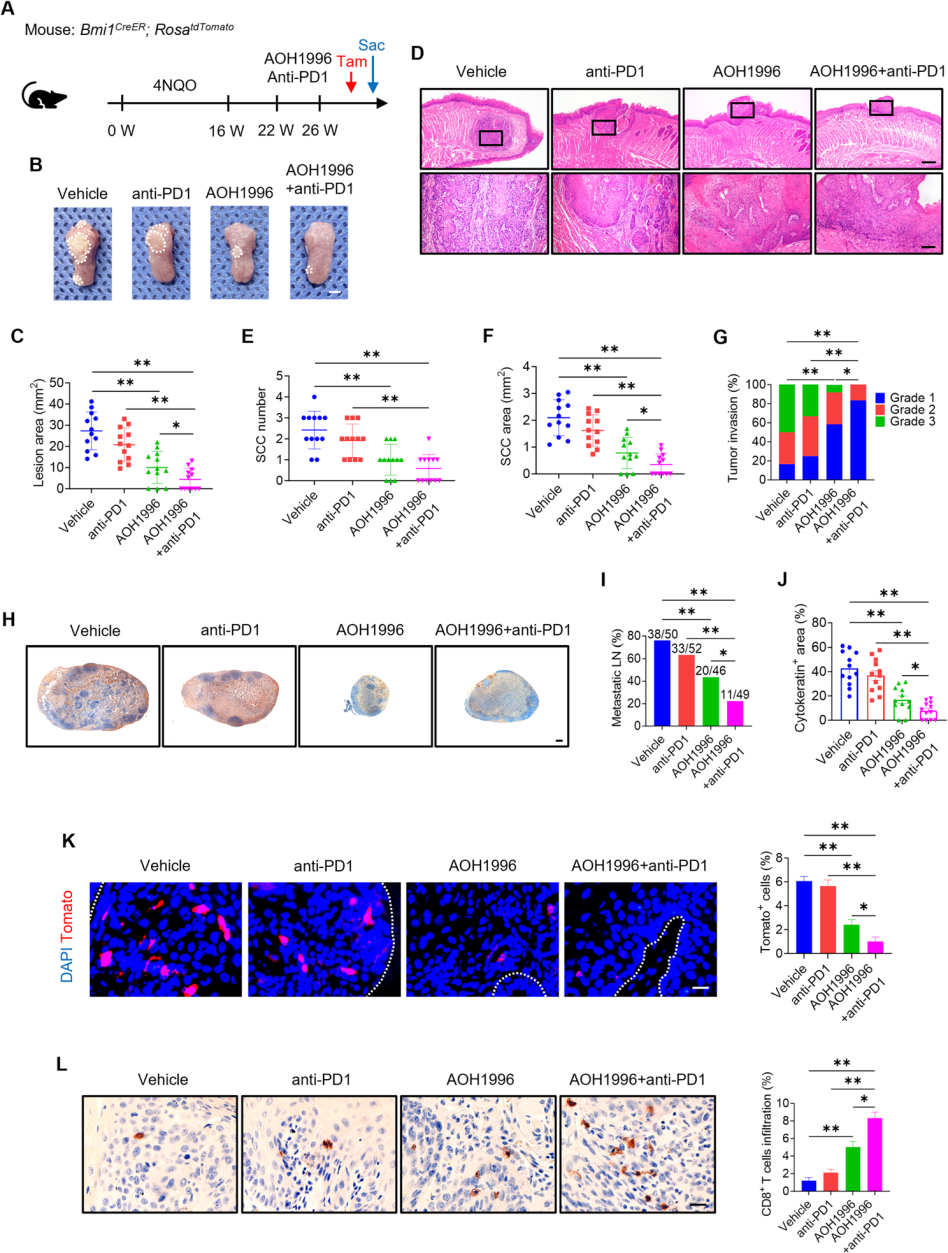
AOH1996 enhances the therapeutic effect of anti-PD1 immunotherapy in HNSCC (**A**) Schematic diagram showing the timeline of *Bmi1*^*CreER*^, *Rosa*^*tdTomato*^ mouse lineage tracing of primary HNSCC, treatment, tamoxifen (Tam) injection, and sacrifice (Sac). (**B**) Representative images of HNSCC orthotopic tongue lesions in the different groups. The white dashed circles mark the lesion areas. Scale bar = 2 mm. (**C**) Quantification of the HNSCC lesion area. Values and error bars represent the means ± SDs (*n* = 12) according to one-way analysis of variance (ANOVA). *P < 0.05 and **P < 0.01. (**D**) Representative H&E staining images of HNSCC orthotopic tongue tumors. Scale bar = 500 μm. Magnified images are shown in the lower panels. Scale bar = 100 μm. (**E-F**) Quantification of the SCC number and area. Values and error bars represent the means ± SDs of one-way ANOVA (*n* = 12). *P < 0.05 and **P < 0.01. (**G**) Quantification of the HNSCC invasion grade by the Cochran–Armitage test. *P < 0.05 and **P < 0.01. (**H**) Representative anti-PCK immunostaining images of metastatic cells in cervical lymph nodes. Scale bar = 200 μm. (**I**) Percentage of metastatic lymph nodes. The number of metastatic lymph nodes is indicated in the histogram by the chi-square test. *P < 0.05 and **P < 0.01. (**J**) Quantification of the metastatic area in the cervical lymph nodes. Values and error bars represent the means ± SEMs, as determined by one-way ANOVA. *P < 0.05 and **P < 0.01. (**K**) Representative immunofluorescence images and quantification of Tomato^+^ BMI1^+^ CSCs in HNSCC. The white dashed lines mark the tumor-stromal boundary. Scale bar = 20 μm. Values and error bars represent the means ± SDs of one-way ANOVA. *P < 0.05 and **P < 0.01. (**L**) Representative immunostaining images and quantification of CD8^+^ T cells infiltration in HNSCC. Scale bar = 20 μm. Values and error bars represent the means ± SDs of one-way ANOVA. *P < 0.05 and **P < 0.01

Compared with either anti-PD1 monotherapy or AOH1996 monotherapy, combination treatment with AOH1996 and anti-PD1 significantly reduced the tongue lesion area (Fig. 4B-C). Compared with either treatment alone, histological analysis demonstrated that the combination treatment significantly reduced the number, area, and invasion of HNSCC cells (Fig. 4D-G). The combination therapy effectively suppressed cervical lymph node metastasis in HNSCC, as evidenced by anti-PCK immunostaining (Fig. 4H-J).

In vivo lineage tracing revealed that AOH1996 reduced Bmi1^+^ CSCs in HNSCC, whereas the combination treatment of AOH1996 and anti-PD1 led to increased elimination of Bmi1^+^ CSCs (Fig. 4K). Moreover, we investigated the impact of the combination treatment on the tumor immune microenvironment. Immunostaining revealed that the combination treatment significantly increased the infiltration of CD8^+^ T cells into the tumor microenvironment (Fig. 4L). These results demonstrated that the combination treatment of AOH1996 and anti-PD1 not only inhibited the CSCs and metastasis of HNSCC but also enhanced tumor cell-intrinsic immune responses, highlighting its potential as a synergistic therapeutic strategy for HNSCC.

To evaluate the drug safety of the anti-PD1, AOH1996, and the combination treatment of AOH1996 and anti-PD1, we conducted histopathological and hematological analyses in C57BL/6J mice. Histopathological examination revealed no significant morphological alterations in major organs, including the heart, liver, lung, kidney, and spleen (Fig. 5A). Routine blood tests, including assessments of white blood cell (WBC), red blood cell (RBC), hemoglobin (HGB), and platelet (PLT) levels, revealed no notable abnormalities after anti-PD1, AOH1996, or combination treatment (Fig. 5B). Additionally, blood biochemical analyses, in which alanine aminotransferase (ALT), aspartate aminotransferase (AST), creatinine (CREA), and urea levels were measured, revealed no significant changes, confirming the absence of systemic toxicity (Fig. 5C). Collectively, these results demonstrated that anti-PD1, AOH1996, and combination treatment were well tolerated in vivo, supporting the safety and potential clinical applicability of this therapeutic strategy.

**Fig. 5:**
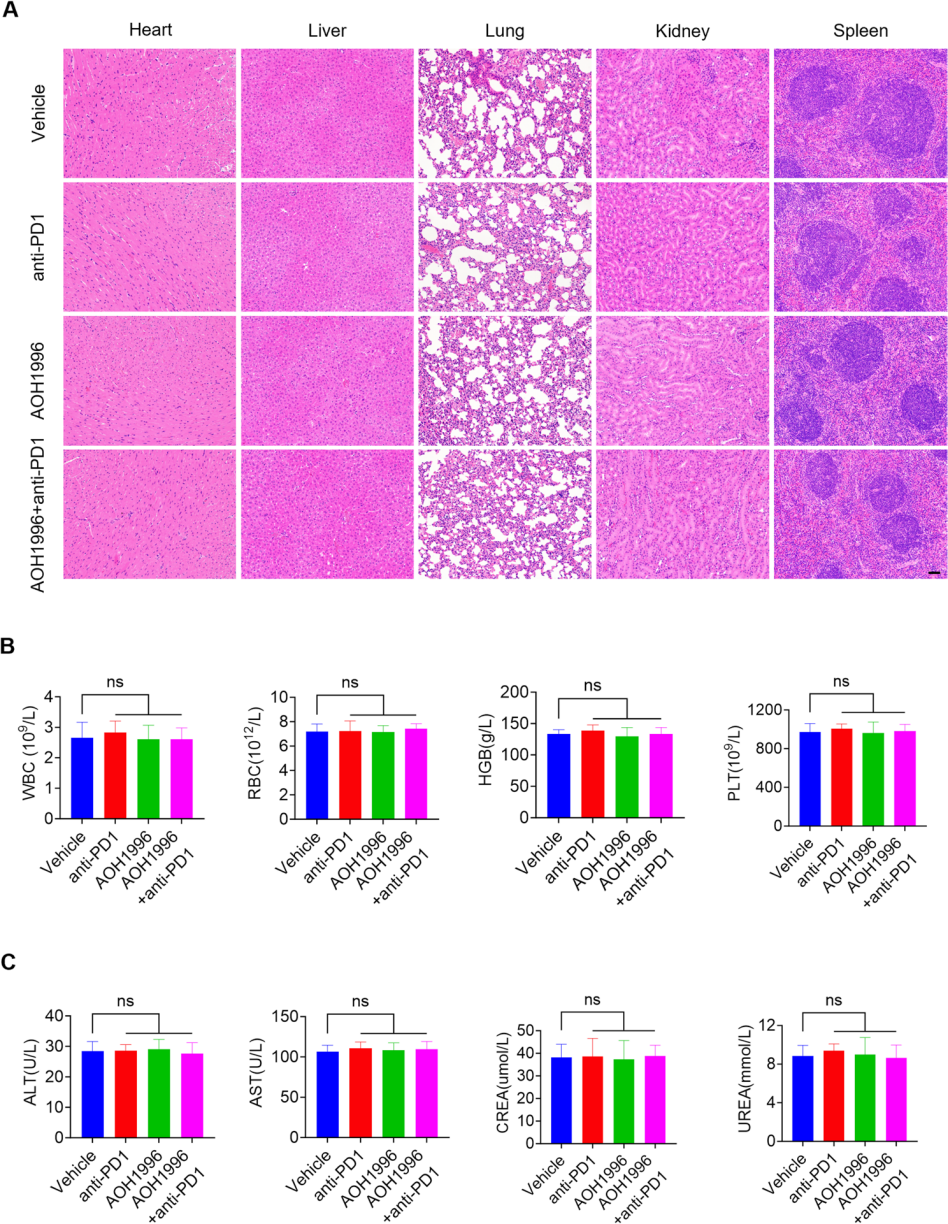
Systematic effect of AOH1996 combined with anti-PD1 treatment in HNSCC in vivo (**A**) Representative hematoxylin and eosin (H&E) staining images of heart, liver, lung, kidney, and spleen from C57BL/6J mice treated with vehicle, AOH1996, anti-PD1, or AOH1996 combined with anti-PD1. Scale bar = 200 μm. (**B**) The diagram shows the results of routine blood analysis in different treatment groups, which included tests of white blood cell (WBC), red blood cell (RBC), hemoglobin (HGB), and platelet (PLT) levels in the mice. Values and error bars represent the means ± SDs of one-way ANOVA. ns, not significant. (**C**) Diagram showing the blood biochemical indicators in different treatment groups, which include the test of alanine aminotransferase (ALT), aspartate aminotransferase (AST), creatinine (CREA), and urea levels in the mice. Values and error bars represent the means ± SDs of one-way ANOVA. ns, not significant

### AOH1996 induces cellular DNA damage, activates the cGAS–STING signaling pathway, inhibits cancer stemness, and stimulates antitumor immune responses in HNSCC

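The RNA-seq experiment compared SCC15 cells, an established human squamous cell carcinoma line of the tongue, treated with DMSO, the vehicle, or with 1 µM AOH1996, a small-molecule inhibitor of PCNA. Each condition had 1 library, so the difference between the conditions has no replicate check and no p-value was computed. RNA was isolated with TRIzol, libraries were made with the Illumina TruSeq RNA kit, and single-end reads were sequenced on an Illumina HiSeq instrument. The submitters' processing notes name the human genome build GRCh38 (hg38). The aligner, the counting program and the annotation release are not given in the sources used here.
The authors deposited 1 value per gene and library for 14309 genes, and their ratio. The values carry no unit label. Multiplied by the exon length of the gene in GENCODE release 29, they fell on whole multiples of 1 number per library, as RPKM values (reads scaled to exon length and to depth) do. Among single-exon genes under 100 reads, this held within 0.02 of a whole number for 95.9% of genes in the DMSO library and 96.5% in the AOH1996 library. The size of the step gave a depth of 15861348 reads for DMSO and 20382999 reads for AOH1996. The table lists only genes whose 2 values sum to more than 1, so a gene with no row is not shown to be absent. Log2 ratios of AOH1996 over DMSO were taken on log2(RPKM + 1), which understates the difference of genes with low values, over the 13034 genes with at least 1 RPKM in 1 library or both. A gene was counted as higher or lower when the ratio passed 1.5-fold, the threshold in the legend of Fig. 6A. In libraries simulated at these depths from counting noise alone, 165 of 12165 unchanged genes (1.36%) passed it. Intervals given for single genes are 95% Clopper-Pearson intervals of the ratio of estimated reads and cover counting error only, not the spread between cultures.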

To investigate the mechanisms underlying the therapeutic potential of AOH1996 in HNSCC, RNA sequencing (RNA-seq) was performed on HNSCC cells. Comprehensive transcriptome alterations were analyzed in SCC15 cells after treatment with AOH1996. 

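All 13 protein genes of the mitochondrial genome, which encode subunits of the respiratory chain and of ATP synthase, were lower in the AOH1996 library, with a median log2 ratio of -4.41. MT-ATP6, at positions 8527 to 9207 of the mitochondrial chromosome, had 5521 RPKM with DMSO and 156 RPKM with AOH1996, a ratio of 0.0282 (95% counting interval 0.0270 to 0.0294). MT-CO1, a subunit of cytochrome c oxidase, had 6674 and 319 RPKM, and MT-CYB, the cytochrome b of complex III, had 2822 and 84.6 RPKM. Genes of the mitochondrial chromosome took 4.47% of the reads with DMSO and 0.326% with AOH1996. The nuclear genes of oxidative phosphorylation went both ways, with 20 of 75 measured members over 1.5-fold higher, 16 lower and a median of 0.09. Their number past 1.5-fold, 36, lay at the 99.3rd percentile of 10000 random lists matched on mean expression (median 26), and their median log2 ratio at the 55.3rd.

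**Figure D1:**
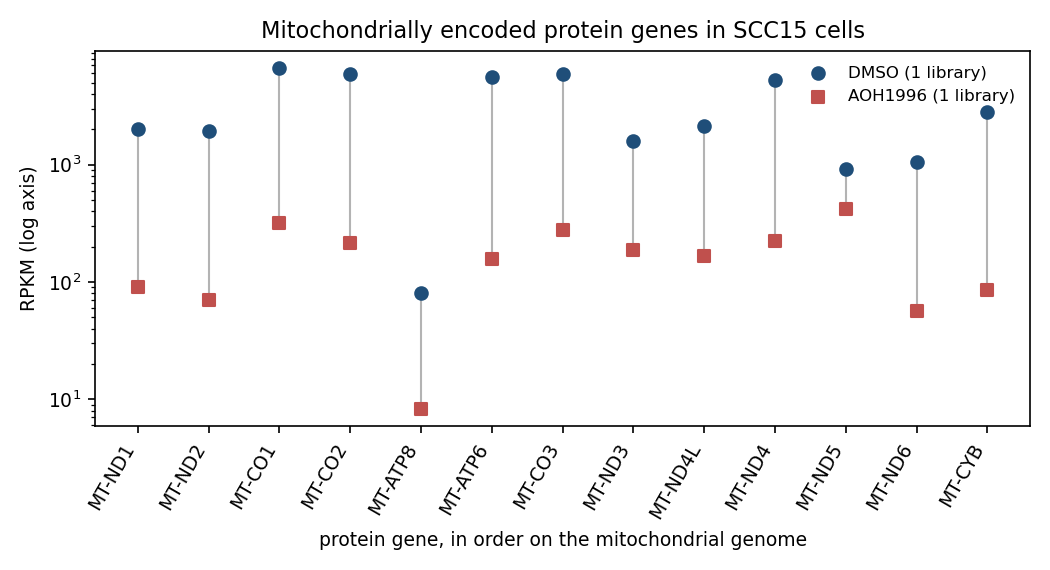
RPKM (log axis) of the 13 protein genes of the mitochondrial genome, in their order on it, in the DMSO library (circles) and the AOH1996 library (squares) of SCC15 cells, with a line joining the 2 values of each gene. Every gene is lower with AOH1996, from 5521 to 156 RPKM for MT-ATP6 and from 909 to 414 RPKM for MT-ND5.

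Across the transcriptome, 1781 genes were over 1.5-fold higher with AOH1996, 2520 were over 1.5-fold lower and 8733 lay between. The median log2 ratio of all genes was -0.10. With the values rescaled so that this median is 0, 2303 genes were higher and 2026 lower, so the share of higher genes among those past the threshold depends on the scaling (41.4% as deposited and 53.2% rescaled).
Of the 15 genes with the lowest log2 ratios among named genes that reach 10 RPKM, 11 were mitochondrial. The other 4 were RPS27, a protein of the small ribosomal subunit (245 and 22.0 RPKM, log2 ratio -3.41), ATP5MF, a subunit of ATP synthase (35.8 and 2.69 RPKM), IFITM1, an interferon-induced membrane protein (18.1 and 1.03 RPKM), and ATP6V1F, a subunit of the vacuolar proton pump (95.7 and 10.2 RPKM). The 15 highest log2 ratios lay between 1.79 and 2.37. They included ANTKMT, a lysine methyltransferase of mitochondrial carriers (12.0 and 66.6 RPKM), CTU1, which thiolates transfer RNA (9.46 and 51.6 RPKM), CRLS1, the cardiolipin synthase (2.63 and 15.2 RPKM), ENDOG, a mitochondrial endonuclease (10.0 and 43.9 RPKM), SPHK1, a sphingosine kinase (9.84 and 44.2 RPKM), and CENPW, a protein of the centromere (40.5 and 150 RPKM). After correction of log2 ratios for GC content, an alternative chosen after seeing the data, CRLS1 stood at 2.40 (2.15 before), CENPW at 2.03 (1.86), CTU1 at 1.62 (2.33), ANTKMT at 1.50 (2.37), SPHK1 at 1.50 (2.06) and ENDOG at 1.34 (2.03). The median GC content of these 15 genes was 64.0%, compared with 49.9% for all genes measured, and log2 ratios were higher for genes of higher GC content (Spearman rho 0.380 across 10733 nuclear protein-coding genes, which are not independent replicates).
Of 29 genes of mitosis, 10 were over 1.5-fold higher and 1 was lower (12 and 1 after the GC correction). Their median of 0.20 lay at the 81.9th percentile of random lists matched on expression. Against lists matched also on GC content, a comparison chosen after seeing the data, that median lay at the 98.9th percentile. CCNB1, the mitotic cyclin B1, on chromosome 5 from 69167135 to 69178245, had 77.8 and 193 RPKM (ratio 2.48, counting interval 2.38 to 2.58). BIRC5, which encodes survivin, had 34.7 and 88.1 RPKM, and CCNA2, cyclin A2, had 15.6 and 31.5 RPKM. MKI67, which encodes the proliferation marker Ki-67, was the lower one, at 32.3 and 13.7 RPKM. Of 54 genes of DNA replication, 6 were higher and 10 lower. Their median of -0.18 lay at the 2.54th percentile of random lists matched on expression, and at the 10.1st of lists matched also on GC content. POLE4, a subunit of DNA polymerase epsilon, had 29.3 and 82.6 RPKM, and PRIM1, the catalytic subunit of primase, had 9.78 and 3.68 RPKM. PCNA, the target of AOH1996, lies on chromosome 20 from 5114953 to 5126626 and had 115 and 109 RPKM, a ratio of 0.946 (counting interval 0.898 to 0.996). Its log2 ratio of -0.08 turned to 0.05 with the median of all genes rescaled to 0 and to 0.06 after the GC correction, so no direction is given for it. Of 10 replication-dependent histone genes, whose transcripts lack poly(A) tails, 5 were lower and none was higher. Of the 2 measured members of a list of other RNAs without poly(A) tails, 1 was lower, SNORA73B (13.6 and 5.29 RPKM, counting interval of the ratio 0.222 to 0.663). Cytosolic ribosomal protein genes went both ways, with 15 of 79 over 1.5-fold higher and 25 lower. The number lower lay above all random lists matched on expression, and the number higher at the 2.04th percentile. The median log2 ratio of these genes, -0.22, lay below all of those random lists, whose typical median was 0.23. RPL32 had 90.1 and 18.6 RPKM and RPL27 had 271 and 60.3 RPKM. Adding the reads of listed pseudogenes to those of their parent genes left the SD of log2 read ratios at 0.93.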

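Genes of transcription were more often lower than higher in the AOH1996 library, as were all genes measured (19.3% lower and 13.7% higher). Genes of the DNA damage response went both ways. Over 7 lists of transcription genes fixed before the data were examined, 39 of 640 measured members were over 1.5-fold higher and 128 were lower, with a median log2 ratio of -0.19. The number higher lay below all 10000 random lists matched on mean expression, and the number lower at the 84.1st percentile. With the median of all genes rescaled to 0, 62 were higher and 105 lower, with a median of -0.10. Over 7 lists of the DNA damage response, 13 of 158 members were higher and 25 lower, with a median of -0.05. After the same rescaling, 21 were higher and 18 lower, with a median of 0.06. Over 2 lists of protein transport, 9 of 124 members were higher and 27 lower, with a median of -0.30. With log2 ratios corrected for the GC content of the transcripts, 23 transcription genes were higher and 150 lower, and 14 genes of the DNA damage response were higher and 17 lower.
Among transcription genes, the median was -0.36 for the 32 subunits of Mediator, the coactivator complex of RNA polymerase II, with 3 higher and 9 lower. MED21 had 10.2 RPKM with DMSO and 2.74 RPKM with AOH1996, and MED10 had 48.7 and 131 RPKM. Of 33 subunits of RNA polymerase II and general factors, 3 were higher and 8 lower (6 and 8 after the GC correction). TAF9, a subunit of TFIID, had 35.3 and 7.33 RPKM (log2 ratio -2.12), and TAF10, another subunit of TFIID, had 1.98 and 9.11 RPKM (log2 ratio 1.76). Of 79 chromatin regulators, 2 were higher and 19 lower, including the histone acetyltransferase EP300 (12.0 and 5.01 RPKM) and the remodeller subunit ARID1A (9.32 and 3.79 RPKM). Of 27 genes of pausing and elongation, 1 was higher and 5 were lower (none and 4 after the GC correction, where NELFB had a log2 ratio of 0.56). Of these, NELFB, a subunit of the negative elongation factor, had 52.1 and 107 RPKM, and CDK12, a kinase of RNA polymerase II, had 11.2 and 5.20 RPKM. Of 29 immediate early genes, 2 were higher and 4 lower (2 and 9 after the GC correction). EGR1, a zinc finger factor on chromosome 5 from 138465479 to 138469303, had 93.0 and 26.5 RPKM (ratio 0.284, 95% counting interval 0.269 to 0.301), and IER5 had 30.9 and 91.4 RPKM. Of 246 zinc finger genes named ZNF, 15 were higher and 42 lower (8 and 42 after the correction). Of 203 factors of other families, 13 were higher and 43 lower (3 and 63 after the correction), among them TFAP2A (7.12 and 1.90 RPKM).
Among genes of the DNA damage response, 5 of 26 targets of p53 were higher and 2 lower (3 and 4 after the GC correction). PHLDA3, an inhibitor of AKT, had 16.0 and 37.9 RPKM, FDXR, the ferredoxin reductase, had 14.1 and 30.3 RPKM, and PLK2 had 29.0 and 15.1 RPKM. Of 29 genes of checkpoint signalling, 4 were higher and 6 lower, including TOPBP1, an activator of ATR (16.4 and 7.01 RPKM), and CLSPN, which encodes claspin (4.12 and 1.64 RPKM). Of 32 genes of homologous recombination and the Fanconi anaemia pathway, 2 were higher and 6 lower. BRCA2, on chromosome 13 from 32315086 to 32400268, had 2.47 and 0.641 RPKM (ratio 0.260, counting interval 0.216 to 0.311), and XRCC2 had 7.84 and 3.36 RPKM. Of 19 genes of PCNA modification and translesion synthesis, 4 were lower and none was higher (1 lower and 1 higher after the GC correction). The 4 were POLK (2.76 and 1.37 RPKM), REV1 (5.36 and 2.80 RPKM), REV3L (3.72 and 1.64 RPKM) and UBE2A (12.7 and 8.09 RPKM). Base excision and mismatch repair had 3 higher and 4 lower of 25 (3 and 2 after the correction), with FEN1, the flap endonuclease, at 52.4 and 106 RPKM. Nucleotide excision repair had none higher and 3 lower of 20 (2 and 3 after the correction). Non-homologous end joining had none higher and 1 lower of 11, PRKDC (53.6 and 34.8 RPKM), whose log2 ratio of -0.61 was -0.45 after the correction and no longer past 1.5-fold. H2AX, the histone whose phosphorylated form marks double-strand breaks, had 54.3 and 74.1 RPKM, a ratio of 1.37 (counting interval 1.28 to 1.46), and its log2 ratio was 0.44, or -0.19 after the GC correction.
In protein transport, SEC24D, a component of the vesicle coat COPII, had 5.64 and 1.46 RPKM, and the endosomal GTPase RAB5C had 20.0 and 4.84 RPKM. Higher members included AP1S1 (44.0 and 96.6 RPKM) and RAB24 (1.62 and 5.80 RPKM).

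**Figure D2:**
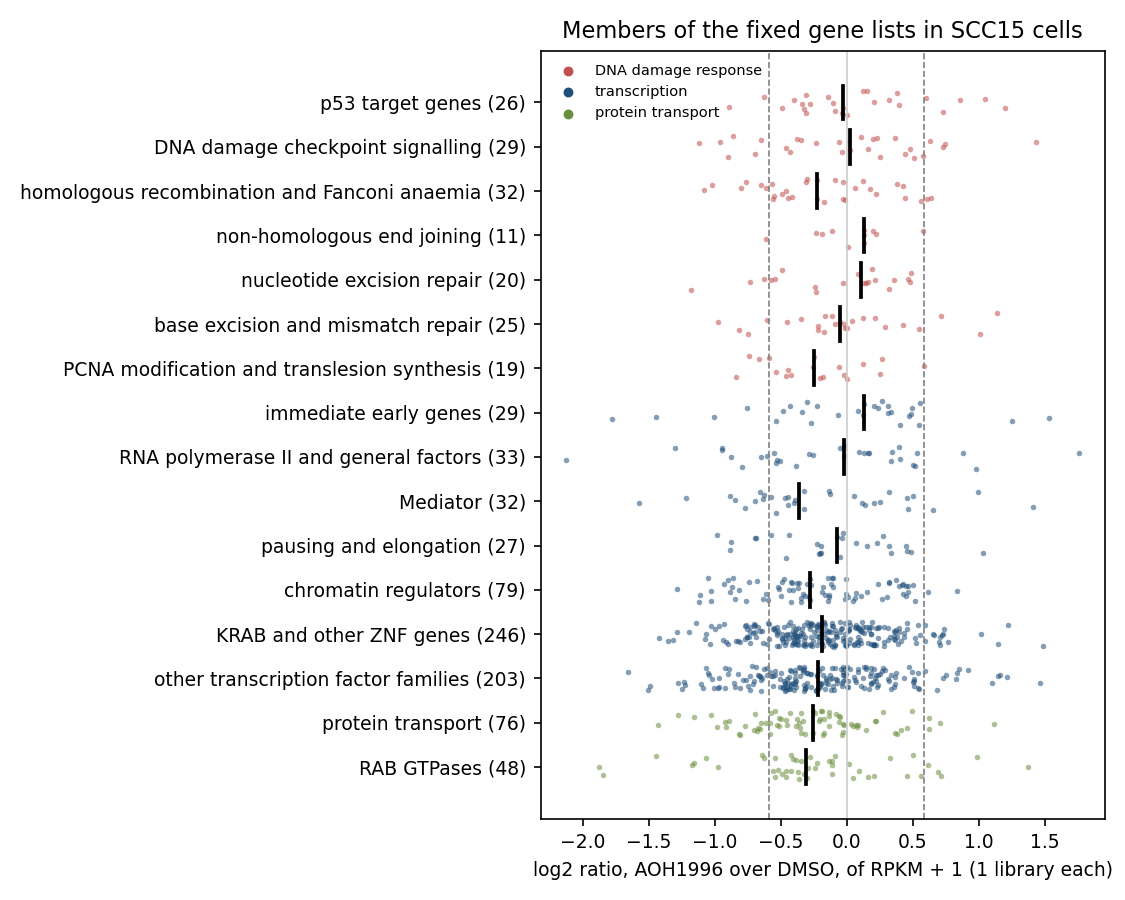
Log2 ratio of AOH1996 over DMSO (on RPKM + 1, 1 library each) for each measured member of the 7 DNA damage response, 7 transcription and 2 protein transport lists, with the number of members in brackets, a black bar at each median and dashed lines at 1.5-fold. The medians lie close to 0 for the p53 targets and at -0.36 for Mediator.

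Set against 10000 random lists of the same size matched on mean expression, the median of the transcription lists lay at the 0.03rd percentile, that of the DNA damage response lists at the 72.1st, and that of the protein transport lists below all random lists. The DNA damage response median lay at the 96.8th percentile of random lists matched also on GC content, and at the 92nd after the GC correction. Both GC alternatives were chosen after seeing the data. Over genes reaching 10 RPKM in 1 library or both, that median lay at the 24.4th percentile. The number of genes past 1.5-fold lay at the 0.505th percentile for transcription, the 2.86th for the DNA damage response and the 16.6th for protein transport. After the GC correction, the number for transcription lay at the 66.2nd percentile. Against random lists matched on expression and GC content it lay at the 0.015th, so these ways of handling GC content disagree. The lists stand in for the DAVID terms of Fig. 6A, which were not used here. From its enrichment analysis of genes past 1.5-fold, the paper proposes that AOH1996 modulated transcription and the response to DNA damage.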

KEGG pathway analysis suggested that AOH1996 treatment modulated the regulation of transcription by RNA polymerase II, DNA-templated transcription, and DNA damage response signaling pathways (Fig. 6A). Given that PCNA is pivotal in DNA synthesis, replication, and repair, previous studies have shown that AOH1996 can induce DNA double-strand breaks [21]. We focused the subsequent experiments on the DNA damage signaling pathway.

**Fig. 6:**
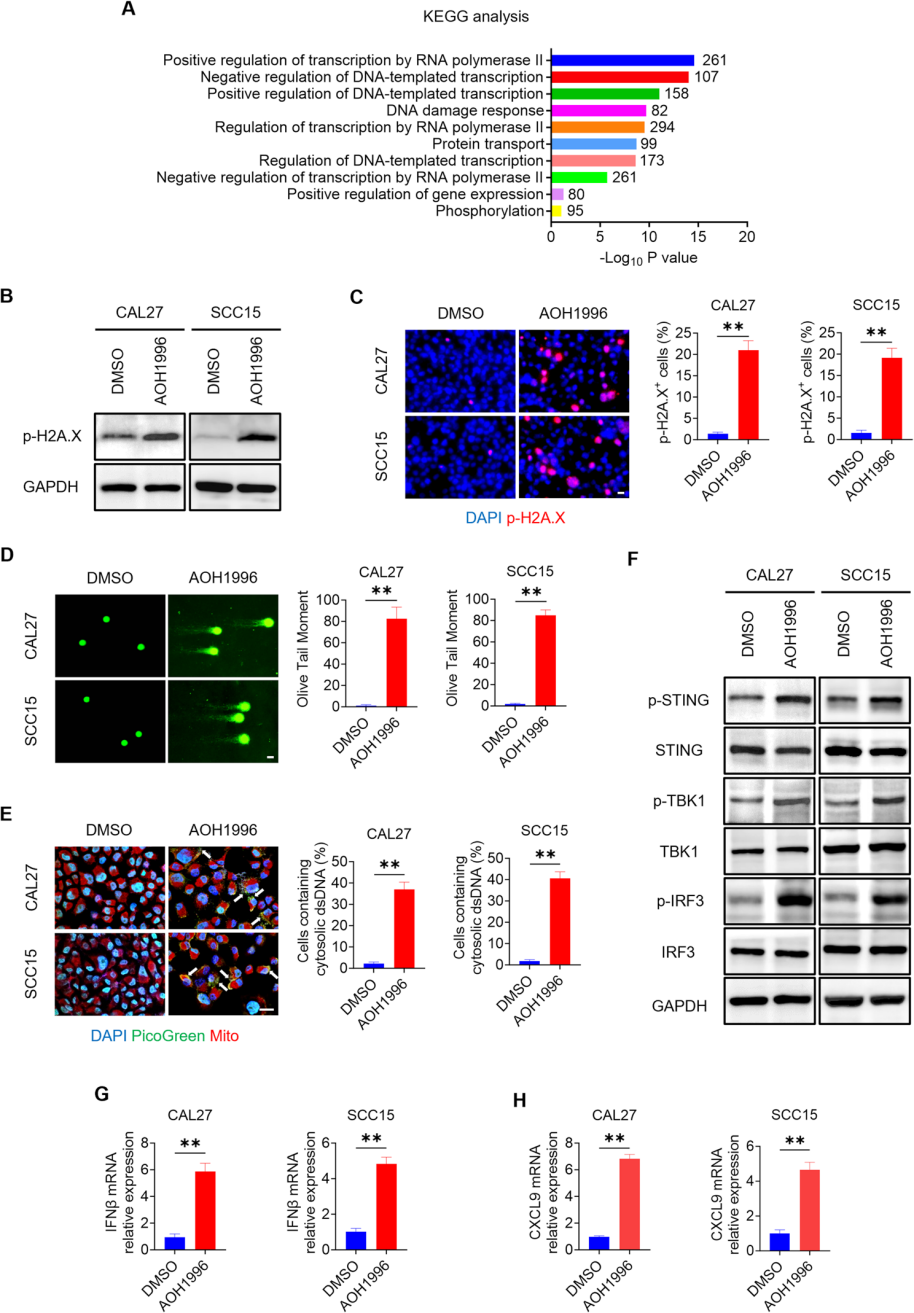
AOH1996 induces cellular DNA damage, activates the cGAS-STING signaling pathway, and stimulates antitumor immune responses (**A**) Histogram showing the top 10 enriched KEGG pathways in SCC15 cells treated with AOH1996 according to RNA sequencing. Fold change > 1.5. Y-axis: categories of the KEGG pathway; X-axis: the statistical significance of the enrichment. The number of genes in each KEGG pathway category is listed on the right. (**B**) Western blot showing the protein levels of p-H2A.X in CAL27 and SCC15 cells treated with AOH1996. The full-length blots are presented in Supplementary Material 1. (**C**) Immunofluorescence staining and quantification of p-H2A.X (red) in CAL27 and SCC15 cells treated with AOH1996. The nuclei were stained with DAPI (blue). Values and error bars represent the means ± SDs with an unpaired Student’s t test. Scale bar = 20 μm. **P < 0.01. (**D**) Representative images and quantification of AOH1996-treated CAL27 and SCC15 cells by the DNA comet assay. Values and error bars represent the means ± SDs with an unpaired Student’s t test. Scale bar = 20 μm. **P < 0.01. (**E**) Representative images and quantification showing the accumulation of cytosolic DNA in CAL27 and SCC15 cells treated with AOH1996. The nuclei, double-stranded DNAs (dsDNAs), and mitochondrial DNAs (mtDNAs) were stained with DAPI (blue), PicoGreen (green), and MitoTracker (red), respectively. The white arrows indicate cytosolic dsDNA. Values and error bars represent the means ± SDs with an unpaired Student’s t test. Scale bar = 20 μm. **P < 0.01. (**F**) Western blot showing the protein levels of p-STING, STING, p-TBK1, TBK1, p-IRF3, and IRF3 in CAL27 and SCC15 cells treated with AOH1996. The full-length blots are presented in Supplementary Material 1. (G-H) qRT‒PCR analysis showing the relative expression levels of IFNβ and CXCL9 mRNAs in CAL27 and SCC15 cells treated with AOH1996. Values and error bars represent the means ± SDs with an unpaired Student’s t test. **P < 0.01

Phosphorylated H2A.X (p-H2A.X) has been used as a DNA damage marker in previous studies [43, 44]. Western blot analysis revealed that AOH1996 increased p-H2A.X protein levels in HNSCC cells (Fig. 6B). Consistently, immunofluorescence staining of the p-H2A.X marker indicated that AOH1996 treatment caused the accumulation of DNA damage in CAL27 and SCC15 cells (Fig. 6C). Nuclear DNA damage in single eukaryotic cells can be evaluated in a comet assay [45]. Damaged DNA fragments separated from intact cellular DNA are shown as comet tails under a fluorescence microscope. The results revealed that AOH1996 treatment increased the comet tail moments of CAL27 and SCC15 cells, suggesting that AOH1996 induced DNA damage in HNSCC cells (Fig. 6D). To investigate whether increased nuclear DNA damage could cause the accumulation of cytosolic DNA, CAL27 and SCC15 cells after AOH1996 treatment were stained with PicoGreen and MitoTracker. PicoGreen is a specific double-stranded DNA (dsDNA) marker that can also stain mitochondrial DNA (mtDNA) [46]. MitoTracker was used to stain the mtDNA to avoid visual interference when the cytosolic dsDNA was quantified. Confocal microscopy images revealed the increased cytosolic DNA accumulation in HNSCC cells treated with AOH1996 (Fig. 6E).

The cyclic GMP–AMP synthase-stimulator of interferon genes (cGAS–STING) signaling pathway can be activated by accumulated cytosolic dsDNA, inducing the phosphorylation of STING, TANK binding kinase 1 (TBK1) and interferon regulatory factor 3 (IRF3). Phosphorylated IRF3 regulates the expression of IFN [47–49]. Western blot analysis revealed that AOH1996 increased the phosphorylated STING (p-STING), p-TBK1, and p-IRF3 protein levels in CAL27 and SCC15 cells (Fig. 6F). The total protein levels of STING, TBK1, and IRF-3 remained unchanged. Thus, AOH1996 activated the cGAS–STING signaling pathway in HNSCC. A previous study showed that increased expression of p-TBK1 inhibited the proliferation and maintenance of CSCs in cancer [50]. Our results indicated that AOH1996 inhibited cancer stemness by increasing the protein level of p-TBK1.

qRT–PCR analysis revealed that AOH1996 increased the relative expression of IFNβ mRNA in CAL27 and SCC15 cells (Fig. 6G). The expression of C-X-C motif chemokine ligand (CXCL) is regulated by IFN [51]. qRT–PCR analysis revealed that AOH1996 increased the relative expression of the CD8^+^ T-cell-recruiting chemokine CXCL9 mRNA in CAL27 and SCC15 cells (Fig. 6H). Thus, AOH1996 stimulated antitumor immune responses in HNSCC.

## Discussion

In recent years, targeted therapies that focus on specific molecules have been widely applied in the treatment of various cancers, which potentiate precise therapeutic strategies [52]. The identification and validation of biomarkers has driven the advancement of targeted therapy, improving the outcomes and prognosis of patients with HNSCC [53]. Previous studies have shown that PCNA is essential for cell proliferation and maintenance of genomic stability [14, 54]. PCNA is closely associated with cancer initiation and progression and serves as a target in anticancer therapy [54]. PCNA reflects the rapid proliferation of HNSCC and is a biomarker for carcinogenesis [18, 19]. A novel small-molecule PCNA inhibitor, AOH1996, has shown great therapeutic potential in many cancers, including non-small cell lung cancer, colon cancer, and breast cancer [21]. Compared with other PCNA inhibitors, T2AA, PCNA-I1, and AOH1160 [22], AOH1996 selectively kills cancer cells but not normal cells [21]. Here, we investigated the therapeutic effect of AOH1996 on HNSCC.

In this study, our results demonstrated that AOH1996 inhibited the biological behaviors of HNSCC both in vitro and in vivo. AOH1996 suppressed HNSCC stemness, development, and metastasis. Moreover, AOH1996 eliminated CSCs, increased CD8^+^ T-cell infiltration, and enhanced the efficacy of anti-PD1 immunotherapy. Mechanistically, AOH1996 induced cellular DNA damage, activated the cGAS–STING signaling pathway, suppressed cancer stemness by upregulating p-TBK1 expression, and promoted CD8^+^ T-cell-recruiting chemokines by stimulating IRF3-mediated transcription (Fig. 7A).

**Fig. 7:**
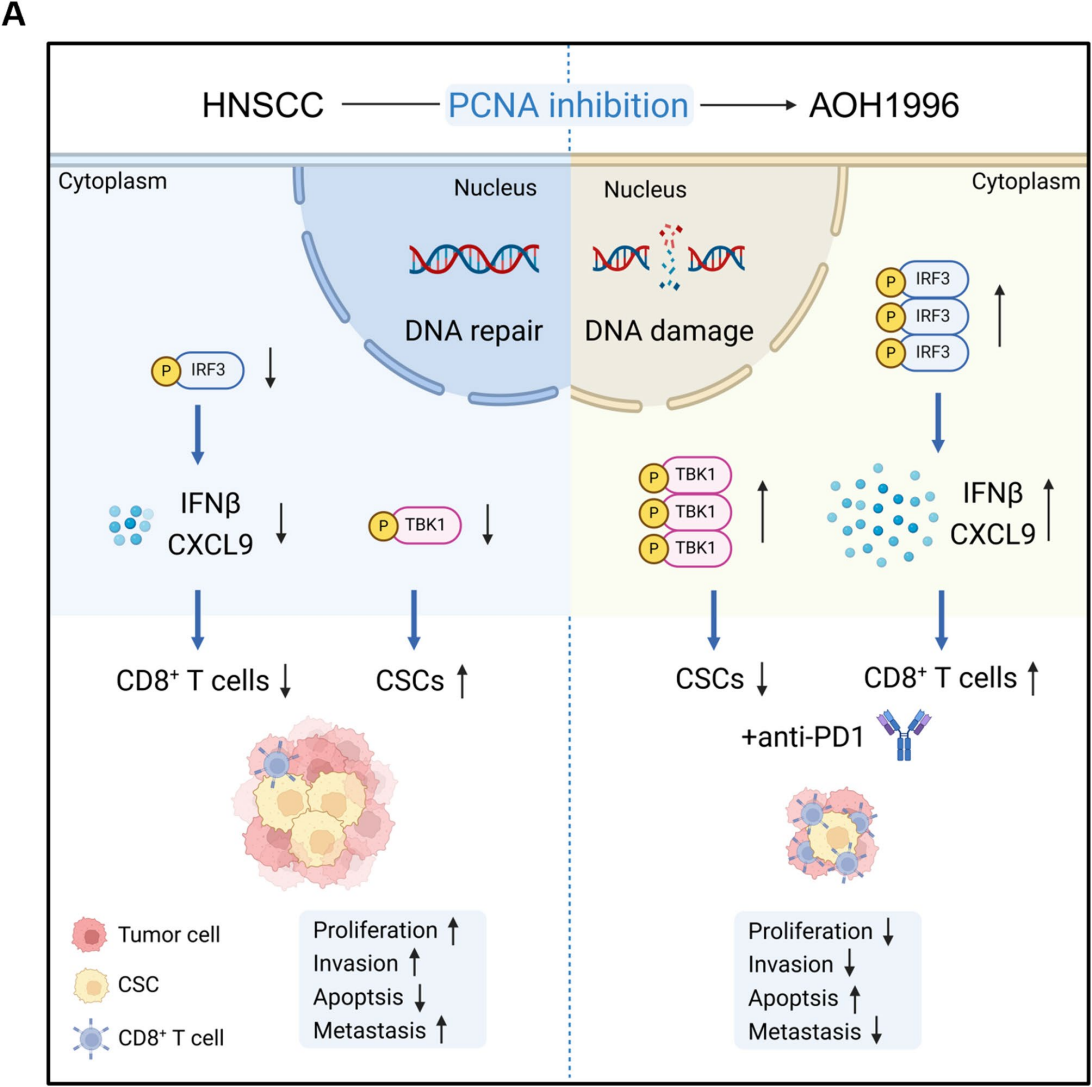
Mechanism of AOH1996 treatment in HNSCC (**A**) Schematic diagram (created with Biorender.com) illustrating the mechanism by which AOH1996 combined with anti-PD1 treatment eliminates CSCs and enhances the efficacy of anti-PD1 immunotherapy in HNSCC

The therapeutic effect of AOH1996 on regulating HNSCC cancer stemness remains unclear. A previous study demonstrated that PCNA is essential for maintaining cancer stemness through Y211 phosphorylation [14]. Loss of Y211 phosphorylation in PCNA impairs cancer stemness, showing reduced ALDH activity and inhibited tumorsphere formation. In contrast, cells with intact Y211 phosphorylation maintain cancer stemness, showing increased ALDH activity and enhanced tumorsphere formation [14]. Thus, we speculated that PCNA inhibition could impair cancer stemness in HNSCC. We further explored whether AOH1996 could inhibit CSCs in HNSCC. Here, we used HNSCC PDX CSC-injected nude mice to explore the therapeutic effect of AOH1996 in vivo. PDX models can reflect the original characteristics of tumor progression in patients with cancer and are genetically similar to human cancers, providing a promising model for clinical translation in cancer treatment [55, 56]. Our results showed that AOH1996 eliminated and targeted CSCs in HNSCC. Moreover, AOH1996 suppressed HNSCC development and metastasis, suggesting the possibility of the clinical application of AOH1996 in patients with HNSCC.

Cancer stemness and immune evasion are important characteristics of HNSCC initiation, development, and metastasis [57, 58]. The interaction between CSCs and the tumor microenvironment enables CSCs to evade immune surveillance in HNSCC [26, 33]. The tumor microenvironment in HNSCC is immunosuppressive with low levels of lymphocyte infiltration [59]. Here, we investigated the effect of AOH1996 on the tumor microenvironment of HNSCC. Immune checkpoint inhibitor therapy has been approved for treating metastatic and recurrent HNSCC. However, most patients with HNSCC are resistant to PD1 blockade-based immunotherapy [11–13]. CSCs can create immunosuppressive niches in the tumor microenvironment and are associated with resistance to PD1 blockade-based immunotherapy [42, 51]. Previous studies have found that CSCs induce immunosuppression through high expression of PD-L1, TGF-β, and the recruitment of regulatory T cells (Tregs) [60]. Thus, the AOH1996 treatment, which inhibits CSCs in HNSCC, may improve the efficacy of immunotherapy.

The 4NQO-induced HNSCC *Bmi1*^*CreER*^, *Rosa*^*tdTomato*^ mouse model enables CSC lineage tracing in vivo [28]. We used this model to investigate the effect of AOH1996 on CSCs in HNSCC. Our results suggested that AOH1996 eliminated CSCs and enhanced the therapeutic effect of anti-PD1 immunotherapy, suppressing the development and metastasis of HNSCC. Both the AOH1996 treatment alone and the combination treatment with anti-PD1 increased the recruitment of CD8^+^ T cells in the tumor microenvironment of HNSCC. The increased infiltration of CD8^+^ T lymphocytes can directly identify, target, and destroy cancer cells in the HNSCC tumor microenvironment, which is related to a favorable prognosis [59, 61]. Thus, AOH1996 targets CSCs in HNSCC and improves the efficacy of anti-PD1 immunotherapy. Taken together, AOH1996 prevented the immune evasion of CSCs, activated the tumor immune response, and inhibited HNSCC progression and metastasis. Moreover, combination treatment with AOH1996 and anti-PD1 exhibited therapeutic effects on HNSCC without causing discernible toxicity or side effects in vivo.

Mechanistically, AOH1996 can cause DNA double-strand breaks and genome instability [21]. Previous studies have shown that the DNA damage response activates innate immunity through the cGAS–STING pathway in cancers [62–65]. In this study, we explored the underlying mechanism of AOH1996 in HNSCC by bioinformatic analysis. The results showed that AOH1996 induced HNSCC cellular DNA damage. Moreover, AOH1996 increased the expression levels of p-STING, p-TBK1, and p-IRF3 in HNSCC, activating the cGAS–STING signaling pathway. A previous study revealed that in glioblastoma cancer, TLR4 overexpression increases the phosphorylation of TBK1, and increasing p-TBK1 inhibits the expression of the CSC markers SOX2, OCT4, and NANOG [50]. Thus, p-TBK1 upregulation inhibits CSC proliferation and maintenance [50]. Our results indicated that AOH1996 eliminated CSCs by upregulating p-TBK1 expression in HNSCC. Moreover, IFN regulates the expression of CXCL chemokines [51]. Our results showed that AOH1996 increased the expression of IFNβ and induced the recruitment of the CD8^+^ T-cell-recruiting chemokine CXCL9 by stimulating IRF3-mediated transcription. Thus, AOH1996 stimulated antitumor immune responses of HNSCC cells by inducing DNA damage and activating the cGAS–STING signaling pathway.

However, there are limitations in this study. The translational potential of AOH1966 is constrained by its unknown effects in human HNSCC samples or patient-derived immune microenvironments. Future studies should further validate the therapeutic efficacy of AOH1996 in human HNSCC samples. The molecular mechanism by which AOH1996 modulates PCNA in HNSCC CSCs requires further investigation. Moreover, how AOH1996 modulates immune checkpoints such as PD-L1 and Tregs also needs to be explored.

## Conclusions

Our study demonstrated that the PCNA inhibitor AOH1996 suppressed HNSCC biological behaviors, impaired cancer stemness, prevented development and metastasis, enhanced the effect of anti-PD1 immunotherapy, promoted cellular DNA damage, and stimulated antitumor immune responses. This study provides a novel therapeutic strategy for HNSCC.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The data supporting this study are available from the corresponding author upon reasonable request. The RNA-seq data were deposited in the GEO database of the NCBI under accession number GSE289770.

## Abbreviations

PCNA: Proliferating cell nuclear antigen
HNSCC: Head and neck squamous cell carcinoma
CSCs: Cancer stem cells
ICI: Immune checkpoint inhibitors
PD1: Programmed cell death protein 1
DMEM: Dulbecco’s modified Eagle’s medium
FBS: Fetal bovine serum
DMSO: Dimethyl sulfoxide
CCK-8: Cell counting kit-8
DAPI: 4′,6-diamidino-2-phenylindole
FACS: Fluorescence-activated cell sorting
PDXs: Patient-derived xenografts
EGF: Epidermal growth factor
FGF: Fibroblast growth factor
RIPA: Radioimmunoprecipitation assay
PMSF: Phenylmethylsulfonyl fluoride
PVDF: Polyvinylidene difluoride
HPR: Horseradish peroxidase
ELDA: Extreme limiting dilution assay
4NQO: 4-nitroquinoline 1-oxide
H&E: Hematoxylin and eosin
SCC: Squamous cell carcinoma
IHC: Immunohistochemistry
PCK: Pan-cytokeratin
GEO: Gene Expression Omnibus
qRT–PCR: Quantitative reverse transcription polymerase chain reaction
SD: Standard deviation
SEM: Standard error of the mean
ANOVA: One-way analysis of variance
ALDH: Aldehyde dehydrogenase
WBC: White blood cells
RBC: Red blood cells
HGB: Hemoglobin
PLT: Platelet
ALT: Alanine aminotransferase
AST: Aspartate aminotransferase
CREA: Creatinine
RNA-seq: RNA-sequencing
KEGG: Kyoto Encyclopedia of Genes and Genomes
dsDNA: Double-stranded DNA
mtDNA: Mitochondrial DNA
TBK1: TANK-binding kinase 1
IRF3: Interferon regulatory factor 3
CXCL: C-X-C motif chemokine ligand

# Supplementary material for: The PCNA inhibitor AOH1996 suppresses cancer stemness and enhances anti-PD1 immunotherapy in squamous cell carcinoma
**Source:** Stem Cell Res Ther. 2025 Sep 29;16:523. doi: 10.1186/s13287-025-04607-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

Table S1. The sequences of qRT-PCR primers in this study.

Target genes	Forward (5'-3')	Reverse (5'-3')
IFN β	GTCACTGTGCCTGGACCATAG	GTTTCGGAGGTAACTGTAAGTC
CXCL9	CCAGTAGTGAGAAAGGGTCGC	AGGGCTTGGGGCAAATTGTT
GAPDH	CTGGGCTACACTGAGCACC	AAGTGGTCGTTGAGGGCAATG

How the deposited data were processed for this re-analysis (not part of the article)

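RNA of SCC15 cells treated with DMSO or 1 µM AOH1996 was measured by RNA-seq, with 1 library per condition. The authors deposited 1 table with a value per gene in each library and a ratio column. The deposited values behave as RPKM, which was inferred from their steps because the columns carry no unit. The authors computed the deposited ratio as the AOH1996 value divided by the DMSO value, and it has no number for the 82 genes whose DMSO value is 0. The submitters' processing notes name GRCh38 and hg38, and the aligner, counter and annotation are not given in the sources used here. Gene symbols, identifiers and coordinates were taken from the deposited table. Of its 14309 genes, 1327 have no symbol and 14203 have their identifier in GENCODE release 29, which supplied gene types, exon lengths and transcript sequences. For 6800 genes the coordinates are those of that release.

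From the deposited values, log2 ratios of AOH1996 over DMSO were computed with a pseudocount of 1 RPKM for genes with at least 1 RPKM in at least 1 library. Genes past 1.5-fold were counted in each direction. Estimated reads were the RPKM times the exon length divided by the step of the library. Of genes under 100 reads with any number of exons, 67.9% in the DMSO library and 66.9% in the AOH1996 library came out within 0.02 of a whole number, so the reads are estimates and no count test was run on them. They gave 95% Clopper-Pearson intervals of single ratios, which cover counting error only. Genes with near-identical copies, overlapping genes and antisense genes may share reads in the authors' counting.

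The 48 gene lists were written before the data were examined. Lists defined by a name pattern kept only genes that GENCODE calls protein-coding, a restriction added after a pseudogene was seen among the matches. For each list, and for the union of the lists of DNA damage response, transcription and protein transport, the median log2 ratio and the number of members past 1.5-fold were placed among 10000 random lists drawn from the other measured genes in 20 bins of mean expression. These percentiles describe the 2 libraries and are not tests of the treatment. The genes named in the text are those the paper names, the 15 highest and 15 lowest log2 ratios among genes with a symbol and at least 10 RPKM in the higher library (leaving out clones, LOC, antisense, pseudogene and small RNA names), and up to 4 members per list past 1.5-fold with the largest absolute log2 ratio and at least 2 RPKM in the higher library. MT-ND5, named in the plot of mitochondrial genes, was chosen after its values were seen. Some genes that the rule selects are not reported here.

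The scripts were tested on simulated data, with reads drawn for 14203 genes at the depths of the 2 libraries. Of genes set 2-fold higher, 42 of 48 were called past 1.5-fold, and of genes set 2-fold lower, 39 of 48. All 50 genes set 4-fold higher and all 46 set 4-fold lower were called. Alternatives set before the data were examined changed the scaling (median log2 ratio of 0, or equal upper quartiles), the pseudocount, the filter, the fold threshold, the matching of random lists, the use of counting intervals and the restriction to protein-coding genes. A correction for GC content by a lowess fit (fraction 0.3), random lists matched on expression and GC content, a depth without mitochondrial reads, and the authors' deposited ratio over every gene were added after seeing the data. GC content was the mean over the transcripts of a gene and was known for 99.4% of measured genes. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The enrichment of Fig. 6A was not recomputed, because the DAVID terms were not used here.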

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

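The tests of mitochondrial transcripts and of GC content among ribosomal protein genes were chosen only after the result was seen. A list outside the paper's categories was picked out when at least 10 members were measured and its median lay outside the middle 99% of random lists matched on expression. This held for the mitochondrial genome (median log2 ratio -4.41), the cytosolic ribosomal proteins (-0.22) and the interferon-stimulated genes (-0.56). The paper does not report on these groups in the RNA-seq data.

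The lower mitochondrial transcripts do not follow from GC content alone, since the 3691 nuclear protein-coding genes in the same GC range had a median log2 ratio of -0.26. Assignment of reads to nuclear copies of mitochondrial DNA would raise those copies, and the 6 listed copies together had a ratio of 0.0890 (95% counting interval 0.0824 to 0.0961). A common factor on all mitochondrial RNA, such as a difference in its capture between the 2 libraries, stays open: the SD of log2 ratios over the 13 protein genes was 1.09, at the 96.9th percentile of random lists drawn from 500 highly expressed nuclear genes, and 0.68 without MT-ND5, at the 54.2nd percentile. An effect of AOH1996 on mitochondrial transcription or RNA stability was not tested and stays open too.

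Ribosomal protein genes went both ways, with an SD of log2 ratios of 0.91 over 79 genes, compared with 0.65 for all genes measured and 0.88 for the nuclear genes of oxidative phosphorylation, so the spread is not particular to them. Summing the reads of each gene with its listed pseudogenes (126 in all) left the SD of log2 read ratios at 1.00 times that of the genes alone. This argues against a shift of reads between the genes and these listed pseudogenes. Of the 1132 annotated pseudogenes, those with no row could not be added, so the sum does not cover reads that went to them. The log2 ratio did not follow the number of annotated pseudogenes (Spearman rho 0.0154 across genes) or GC content (rho 0.0823). The number of pseudogenes does not show how closely they match the gene. Different treatment of reads with several matches therefore stays open. The median of the ribosomal protein genes lay below all random lists, also when these were matched on GC content. The tests on pseudogenes concern the spread of these genes, not this lower median. An effect of AOH1996 and differences between the libraries in other steps were not tested and stay open.

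Of 37 interferon-stimulated genes, 17 were over 1.5-fold lower and 2 higher, and the median lay below all 10000 random lists, also when these were matched on GC content.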

How the results depend on the processing

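No paired analysis was possible because each condition has 1 library, and no replicate could be left out. With a pseudocount of 5 RPKM, 889 genes were higher and 768 lower, and 16, 66 and 22 members of the DNA damage response, transcription and protein transport lists passed 1.5-fold. With a filter at 10 RPKM, these values were 1067, 779, 18, 59 and 22, and at a 2-fold threshold 569, 885, 9, 50 and 12. With a pseudocount of 0.1 RPKM, 58 members of the DNA damage response lists passed. The authors' deposited ratio with no pseudocount over every gene, added after seeing the data, put 3963 genes lower. Higher genes made up 41.4% of the genes past 1.5-fold in the reported setting, and the balance turned to 57.8% with the filter at 10 RPKM (median log2 ratio 0.09) and 53.7% with a pseudocount of 5 RPKM; the cause was not tested. The percentile of the number of DNA damage response genes past the threshold was 1.41 with no filter, 2.18 at 10 RPKM and 0.77 with unmatched random lists, and higher than the reported 2.86 with a pseudocount of 0.1 RPKM (26.9) or 5 RPKM (7.89), at 2-fold (4.96) and with the median rescaled to 0 (4.17). In the alternatives added after seeing the data it was 4.32 without mitochondrial reads in the depth, 2.475 with GC correction and 2.175 with random lists matched on GC content. For transcription it was 33.0 with a pseudocount of 5 RPKM, 9.06 at 2-fold and 66.2 with GC correction. It was 0.015 with random lists matched on expression and GC content. For protein transport it was 16.6 as reported, 2.345 with the median rescaled to 0 and 3.47 at 10 RPKM. It was 33.4 at 2-fold, 50.1 with a pseudocount of 0.1 RPKM and 45.4 without mitochondrial reads in the depth. The cause of these changes was not tested. Of 178 named genes past 1.5-fold, 155 passed in the same direction with a pseudocount of 5 RPKM, 160 with GC correction and 172 with the median rescaled to 0, and none changed sign under the scalings, pseudocounts and GC correction tried. The 95% counting interval of the plain read ratio, with no pseudocount, lay beyond 1.5-fold for 1260 higher and 2100 lower genes. Over the same genes, a pseudocount of 0.1 RPKM put 2203 higher and 3452 lower. The reported calls used RPKM + 1, so genes that pass by interval need not be among them. How many of the reported calls counting error leaves open was not measured.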

Differences from the paper's values

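The paper places the DNA damage response and transcription among its most enriched categories for genes past 1.5-fold (Fig. 6A). In the fixed lists, 38 of 158 genes of the DNA damage response passed 1.5-fold, compared with a median of 49 in random lists matched on expression (2.86th percentile). For transcription, 167 of 640 passed, compared with a median of 196 (0.505th percentile). This did not hold for each transcription list taken singly. The ZNF genes (57 of 246 past 1.5-fold) lay at the 0.725th percentile. Immediate early genes lay at the 6.085th, pausing and elongation at the 12.9th, other factor families at the 16.6th and chromatin regulators at the 29.3rd. RNA polymerase II and general factors lay at the 61.3rd and Mediator at the 79.6th. Nor did it hold for each DNA damage response list. Nucleotide excision repair (3 of 20) lay at the 2.975th percentile and non-homologous end joining (1 of 11) at the 4.09th. Translesion synthesis with PCNA modification lay at the 21.7th, p53 targets at the 29.6th and homologous recombination at the 33.7th. Base excision and mismatch repair lay at the 40.1st and checkpoint signalling (10 of 29) at the 67.9th. Taken by direction, the number of transcription genes that were higher lay below all random lists and the number that were lower at the 84.1st percentile. For the DNA damage response these were the 2.21st and the 29.5th percentile. Under the alternatives set before the data were examined, the highest percentile of the total number was 26.9 for the DNA damage response (pseudocount 0.1 RPKM) and 33.0 for transcription (pseudocount 5 RPKM). The deposited ratio has no pseudocount, and the lists were not placed among random lists on it. At 0.1 RPKM, the smallest pseudocount tried, 58 DNA damage response genes passed, compared with a random median of 62. At that pseudocount 242 transcription genes passed, compared with 266 (2.205th percentile). With GC correction, chosen after seeing the values, the number of lower transcription genes lay above all random lists. The lists differ from the DAVID terms in their genes and in the background, and the paper's background is not stated in its text. For DNA damage itself the paper also reports phosphorylated H2AX, comet assays and cytosolic DNA, which the RNA of these lists does not measure.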

Other observations

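Genes of the innate immune response, which the paper follows by Western blot and qRT-PCR, were measured in the same 2 libraries. IFNB1 and CXCL9, whose mRNA the paper reports as higher by qRT-PCR, have no row in the deposited table, and of 9 interferon genes none has one. Of 11 chemokines, 5 were over 1.5-fold lower and none was higher, with CCL2, which attracts monocytes, at 93.8 RPKM with DMSO and 22.5 RPKM with AOH1996, and CCL20 at 15.5 and 6.28 RPKM. Among interferon-stimulated genes, IFITM2 had 27.8 and 7.23 RPKM, IFITM3 95.5 and 33.7 RPKM and LAMP3 22.9 and 4.54 RPKM; the IFITM genes are close paralogs that may share reads, and their log2 ratios with GC correction were -1.94 for IFITM2 and -1.75 for IFITM3. Of 23 targets of NF-kB and cytokines, 6 were higher and 2 lower (3 and 2 with GC correction), with NFKBIE at 12.7 and 32.1 RPKM, IL24 at 1.12 and 5.08 RPKM and IL1A at 141 and 48.5 RPKM. Of 11 genes of the cGAS-STING pathway, 1 was higher and 3 were lower (2 and 3 with GC correction, where CGAS had a log2 ratio of 0.70). IRF3 had 21.9 and 42.4 RPKM, CGAS 13.0 and 19.2, STING1 2.64 and 1.11 and TBK1 2.55 and 1.69. Of 18 genes of antigen presentation and checkpoint ligands, 6 were higher and 3 lower (3 and 3 with GC correction), with CD274, which encodes PD-L1, at 4.37 and 3.45 RPKM.

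Of the stemness markers that the paper reports as lower at the protein level, MYC had 69.5 and 34.1 RPKM and BMI1 had 4.60 and 5.92 RPKM (ratio 1.28, 95% counting interval 1.11 to 1.48), while SOX2 and ALDH1A1 have no row. Of 10 measured markers of cancer stem cells, 2 were lower, MYC and the surface marker CD44 (166 and 73.4 RPKM), and none was higher (4 lower and 1 higher with GC correction), with a median of -0.10 at the 35.6th percentile of random lists. Of 7 genes of keratinocyte differentiation, 5 were lower and none was higher, with S100A9 at 69.1 and 10.9 RPKM and KRT10 at 22.2 and 12.0 RPKM. Their median of -0.83 lay at the 0.12th percentile of random lists. Of 14 genes of basal keratinocytes, 2 were higher and 2 lower (none and 3 with GC correction), with LAMB3 at 406 and 719 RPKM, COL7A1 at 14.3 and 28.5 RPKM and TP63 at 33.3 and 10.0 RPKM. Of 13 heat shock genes, 5 were higher and 1 lower (6 and 1 with GC correction), with HSPD1 at 105 and 221 RPKM and HSP90AA1 at 204 and 334 RPKM. The median of 0.51 lay at the 93.2nd percentile of random lists, and at the 98.6th of lists matched also on GC content. Among targets of ATF4, 2 of 22 were higher and 5 lower (none and 8 with GC correction), with DDIT3 at 30.6 and 13.1 RPKM. The ATF4 median of -0.26 lay at the 0.61st percentile of random lists, and at the 0.31st of lists matched also on GC content. Of 14 reference genes of qRT-PCR, 1 was higher, 3 were lower and 10 lay between, with a median of -0.02. HPRT1 had 28.6 and 53.4 RPKM, GAPDH had 1105 and 552 RPKM, a ratio of 0.50 (95% counting interval 0.493 to 0.507), and TUBB had 271 and 105 RPKM.

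Log2 ratios followed the GC content of the transcripts. With nuclear protein-coding genes split into 10 equal groups by GC content, the median was -0.31 in the lowest group (24 genes higher, 247 lower) and 0.44 in the highest group (428 higher, 46 lower). The test on length and the test on other gene types were set before their results were seen. Within 5 groups of equal size by gene length on the chromosome, the slope on GC content averaged 0.896 of the overall slope. This argues against length on the chromosome as the whole cause. Log2 ratios also fell with this length (Spearman rho -0.252), and did so within each of 5 groups by GC content (rho -0.188 to -0.0937). Transcript length was not tested. Genes that are not protein-coding had 0.780 of the slope of protein-coding genes (0.0205 per percent GC, bootstrap 95% interval over 2206 genes 0.0155 to 0.0250, compared with 0.0263), which is consistent with a GC bias between the 2 libraries. An effect of AOH1996 on GC-rich transcripts would need replicate libraries to be told from it and stays open.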
